# FOXP4-mediated induction of PTK7 activates the Wnt/β-catenin pathway and promotes ovarian cancer development

**DOI:** 10.1038/s41419-024-06713-7

**Published:** 2024-05-13

**Authors:** Jing Ji, Qilan Qian, Wenhao Cheng, Xiaoqing Ye, Aixin Jing, Shaojie Ma, Yuanyuan Ding, Xinhui Ma, Yasong Wang, Qian Sun, Xiujun Wang, Yulu Chen, Lan Zhu, Qing Yuan, Menghan Xu, Jingting Qin, Lin Ma, Jiayan Yang, Meiqi Zhang, Ting Geng, Sen Wang, Dan Wang, Yizhuo Song, Boyu Zhang, Yuting Xu, Linyu Xu, Shunfang Liu, Wei Liu, Bin Liu

**Keywords:** Ovarian cancer, Tumour biomarkers

## Abstract

Ovarian cancer (OV) poses a significant challenge in clinical settings due to its difficulty in early diagnosis and treatment resistance. FOXP4, belonging to the FOXP subfamily, plays a pivotal role in various biological processes including cancer, cell cycle regulation, and embryonic development. However, the specific role and importance of FOXP4 in OV have remained unclear. Our research showed that FOXP4 is highly expressed in OV tissues, with its elevated levels correlating with poor prognosis. We further explored FOXP4’s function through RNA sequencing and functional analysis in FOXP4-deficient cells, revealing its critical role in activating the Wnt signaling pathway. This activation exacerbates the malignant phenotype in OV. Mechanistically, FOXP4 directly induces the expression of protein tyrosine kinase 7 (PTK7), a Wnt-binding receptor tyrosine pseudokinase, which causes abnormal activation of the Wnt signaling pathway. Disrupting the FOXP4-Wnt feedback loop by inactivating the Wnt signaling pathway or reducing FOXP4 expression resulted in the reduction of the malignant phenotype of OV cells, while restoring PTK7 expression reversed this effect. In conclusion, our findings underscore the significance of the FOXP4-induced Wnt pathway activation in OV, suggesting the therapeutic potential of targeting this pathway in OV treatment.

## Introduction

Ovarian cancer, a malignancy that poses a substantial threat to women globally, remains a formidable challenge in oncology. Despite constituting only 2.5% of all female malignancies, ovarian cancer contributes to 5% of cancer-related fatalities among women, highlighting its grave impact [1, 2]. The majority of ovarian cancer cases are diagnosed at advanced stages, typically afflicting older individuals, resulting in dismal survival rates. A primary hurdle in combating this disease lies in the complexities of early detection. The absence of reliable screening modalities, coupled with nonspecific symptoms often mimicking benign conditions, severely impedes early intervention efforts [3]. Conventional treatment modalities for ovarian cancer, encompassing radiotherapy, chemotherapy, and surgery, entail considerable physiological tolls on patients [4]. Therefore, comprehending the molecular intricacies underpinning ovarian cancer pathogenesis is imperative for devising more efficacious and less deleterious therapeutic interventions, with the ultimate goal of enhancing patient outcomes.

In Drosophila melanogaster, the fork head box (FOX) protein is classified within the “helix-loop-helix” protein group [5]. Among the FOXP subfamily, FOXP4 stands out, with research highlighting its significant involvement in embryonic development, cell cycle modulation, and tumorigenesis [6]. Interactions between FOXP proteins and various signaling pathways underscore the critical role of FOXP4 in the pathogenesis of hepatocellular carcinoma [7], breast cancer [8], medulloblastoma [9], and osteosarcoma [10]. However, the dual nature of FOXP proteins as either oncogenes or tumor suppressors varies across different cancer types. While FOXP4 functions as a tumor suppressor in kidney cancer, it acts as an oncogene in hepatocellular carcinoma [11]. The precise conditions or factors governing these opposing effects of FOXP4 remain elusive. Deciphering the molecular mechanisms underlying FOXP4’s function holds promise for identifying novel therapeutic targets against cancer, thus necessitating a thorough exploration of FOXP4’s role and its correlation with ovarian cancer.

Protein tyrosine kinase 7 (PTK7) belongs to the pseudokinase subgroup of receptor tyrosine kinases, playing pivotal roles across diverse biological processes [12]. Its functions extend to cell development [13], planar cell polarity (PCP) [14], embryonic development [15], neural tube closure [16], and heart development [17]. PTK7 amplifies the activation of FGFR1 and EGFR, crucial in transmitting oncogenic signals that foster cancer initiation and metastasis [18]. Moreover, PTK7 engages with Wnt ligands like Wnt3a and Wnt5a, thereby activating non-canonical Wnt signaling pathways. Additionally, it participates in canonical Wnt/β-catenin signaling, implicated in various pathological conditions, encompassing embryonic anomalies, neurodegenerative disorders, and cancer [19–21]. While the role of PTK7 in cancer progression garners increasing recognition [22], elucidating the precise molecular mechanisms governing PTK7’s impact on ovarian tumor advancement and its regulatory factors necessitates meticulous investigation.

This study has pinpointed FOXP4 as a pivotal signaling factor impacting ovarian cancer (OV) tumor progression. We delineated a signaling cascade implicating Wnt/β-catenin/TCF4-FOXP4-PTK7. FOXP4 functions as a transcriptional target of Wnt/β-catenin/TCF4, facilitating PTK7 transcription and thereby fostering OV tumor development and advancement. These findings underscore FOXP4’s potential as a prognostic biomarker for ovarian cancer and unveil novel therapeutic avenues, charting promising trajectories for future ovarian cancer investigations.

## Material and methods

### Data collection and analysis

This study utilized the GEPIA database (http://gepia2.cancer-pku.cn) to retrieve the differential expression of FOXP4 in OV, and compare it with normal tissue. Additionally, the microarray dataset GSE140082 (Platform: GPL14951) downloaded from the NCBI website and analyzed using R software, examined FOXP4 expression across different OV TNM stages. The relationship between FOXP4 mRNA levels and clinical pathological features was explored using the UALCAN online platform (https://ualcan.path.uab.edu). Protein levels of FOXP4 in both normal and OV tissues were assessed using data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) database. Immunohistochemical staining images from the Human Protein Atlas (HPA) database(https://www.proteinatlas.org/) highlighted the presence of FOXP4 in ovarian cancer cells. Survival analysis, including overall survival (OS) and progression-free survival (PFS), was performed with Kaplan-Meier online software (http://kmplot.com/) to evaluate the impact of FOXP4 expression levels in ovarian cancer patients. Gene expression data from The Cancer Genome Atlas (TCGA) were used to explore the association between FOXP4 and its related genes at the mRNA level in ovarian cancer cell lines. To forecast TCF4 binding sites in the human FOXP4 promoter and potential FOXP4 binding sites in the PTK7 promoter, the human FOXP4 and PTK7 gene promoter regions from EPD (https://epd.epfl.ch/index.php) were added to the JASPAR website (https://jaspar.genereg.net/). Data visualization was achieved through the “pheatmap” and “ggplot2” packages in RStudio, illustrating cluster and volcano plots, respectively. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed on the downregulated gene set after FOXP4 knockout using the Enrich KEGG function of the RStudio downloadable software package “clusterProfiler.” Gene Set Enrichment Analysis (GSEA) software (http://www.gsea-msigdb.org/) and the TCGA ovarian cancer dataset were used to analyze the signaling pathways regulated by FOXP4 in ovarian cancer.

### RNA interference, RNA isolation and real-time polymerase chain reaction (PCR)

The human lentiviral expressing short hairpin RNA (shRNA) plasmids were utilized from Sigma-Aldrich. 

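FOXP4 lies on the forward strand of chromosome 6 from 41546426 to 41602384 in GRCh38 (GENCODE v29 annotation). The 5 target sequences chosen against it, each 21 nucleotides long, were matched exactly to all annotated transcripts, and each was found in transcripts of FOXP4 and of no other gene. All 5 sites lie in coding sequence, and exons are counted here along the 17 exons of transcript FOXP4-204. The target CCAGGGAACAATGACAGCAAA lies in exon 3, at 41578040 to 41578060. CCAGTTTATCAAACACCTCAA spans the junction of exons 8 and 9, from 41587886 to 41588652. CCAGAATCATGAGTTCTACAA lies in exon 12, at 41590278 to 41590298. CACCAGGATGTTCGCCTATTT and GTTCGCCTATTTCCGCAGAAA overlap in exon 13, at 41591277 to 41591297 and at 41591286 to 41591306. The target against PTK7, CCTGAGGATTTCCAAGAGCAA, lies on chromosome 6 at 43146635 to 43146655, in coding exon 17 of the 20 exons of transcript PTK7-202. The target against CTNNB1, the gene of β-catenin, is TTGTTATCAGAGGACTAAATA and lies on chromosome 3 at 41235803 to 41235823, in coding exon 11 of the 15 exons of transcript CTNNB1-201. Sites with mismatches were not searched, so the matches say nothing about partly paired targets.

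**Figure D1:**
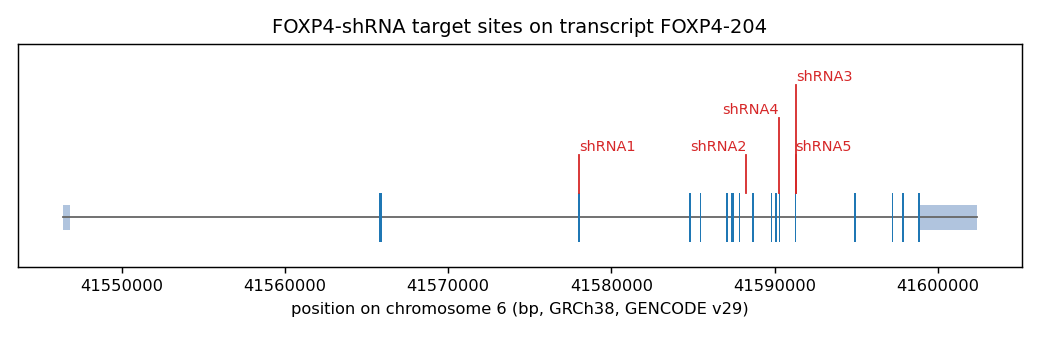
Positions of the 5 FOXP4-shRNA targets (red) on transcript FOXP4-204, with the position on chromosome 6 in base pairs (GRCh38, GENCODE v29) on the horizontal axis. Dark blue boxes are coding exons, light blue boxes are untranslated exon parts and the line is the span of the transcript. The target that crosses the junction of exons 8 and 9 is drawn between both exons, and the targets in exon 13 overlap.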

The design target sequences for the shRNA plasmids in present study were as follows: FOXP4-shRNA1 (CCAGGGAACAATGACAGCAAA), FOXP4-shRNA2 (CCAGTTTATCAAACACCTCAA), FOXP4-shRNA3 (GTTCGCCTATTTCCGCAGAAA), FOXP4-shRNA4 (CCAGAATCATGAGTTCTACAA), FOXP4-shRNA5 (CACCAGGATGTTCGCCTATTT), PTK7-shRNA (CCTGAGGATTTCCAAGAGCAA), and β-catenin-shRNA (TTGTTATCAGAGGACTAAATA). OV (A2780 and OVCAR8) cells were infected with lentiviral plasmids (FOXP4-shRNA, PTK7-shRNA, and β-catenin-shRNA) and subsequently subjected to selection using varying concentrations of puromycin over two weeks. Total RNA was then extracted from the treated cells using TRIzol reagent (Invitrogen, USA) and reverse transcribed into cDNA with a kit from Promega. The resulting cDNA underwent RT-PCR using specific cycle settings: initial denaturation at 95°C for 30 s followed by 40 cycles at 95°C for 5 s and 62°C for 30 s. Melting curve analysis was performed concurrently to assess the relative expression levels of the target genes, using GAPDH as a normalization control for the Ct values. The primer sequences used were as follows: CCND1 forward, 5′-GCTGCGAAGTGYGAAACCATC-3′; reverse, 5′-CCTCCTTCTGCACACATTTGAA-3′; GSK3B forward, 5′-GGCAGCATGAAAGTTAGCAGA-3′; reverse, 5′-GGCGACCAGTTCTCCTGAATC-3′; β-catenin forward, 5′-CATCTACACAGTTTGATGCTGCT-3′; reverse, 5′-GCAGTTTTGTCAGTTCAGGGA-3’; c-Myc forward, 5′-GGCTCCTGGCAAAAGGTCA-3′; reverse, 5′-CTGCGTAGTTGTGCTGATGT-3′; FOXP4 forward, 5′-GACAGCCTACTGTGCTCACAT-3′; reverse, 5′- TTGCACTCTCCGTGTCCGTA-3′; PTK7 forward, 5′-ACACTTCGTTGCCACATTGAT-3′; reverse, 5′-CAGCAGGAATACAGCCCAC-3′; GAPDH forward, 5′- GGAGCGAGATCCCTCCAAAAT-3′; reverse, 5′-GGCTGTTGTCATACTTCTCATGG-3′. MKI67 forward, 5′-ACGCCTGGTTACTATCAAAAGG-3′; reverse, 5′-CAGACCCATTTACTTGTGTTGGA -3′. FXOP1 forward, 5′-TCCCGTGTCAGTGGCTATGAT-3′; reverse, 5′-CTCTTTAGGCTGTTTTCCAGCAT-3′.

### Cell culture and clinical tissue samples

The 293T and human ovarian cancer cell lines A2780 and OVCAR8, provided by the American Type Culture Collection (ATCC), were confirmed to be free of Mycoplasma infection. Cells were obtained by adding 10% fetal bovine serum (FBS) in DMEM or 1640 medium (Invitrogen, CA, USA) and cultured at 37°C and 5% CO_2_. The media also included 100 mg/mL of streptomycin and 100 units/mL of penicillin to prevent bacterial contamination. Chemical reagents LiCl and ICG-001 were obtained from Selleck, while DMSO was purchased from Sigma-Aldrich. Tumor and normal ovarian tissues were provided by the First People’s Hospital of Lianyungang City. All samples were collected with the informed consent of participants, patients, and their families and approved by the Medical Ethics Committee of the First People’s Hospital of Lianyungang City.

### Plasmids and transfection

Gene segments of FOXP4 and PTK7 were inserted into the pcDNA3.1-HA and pbabe-FLAG vectors, respectively. As previously mentioned, truncated versions of PTK7 and FOXP4 were subcloned into the pbabe-FLAG vector. HEK293T cells, utilized as tool cells, were co-transfected with 1 μg of the target plasmid, the viral packaging plasmid, and Lipofectamine 2000 (Invitrogen) after being starved for 1 h. The medium was replaced after 8 h, and the virus was harvested following 48 h of incubation. OV cell lines (A2780 and OVCAR8) were infected with lentiviral particles and polybrene (Beyotime). After 48 h of infection, the desired cell lines were obtained by screening using puromycin.

### RNA Sequencing

The virus of FOXP4-shRNA was prepared in tool cell 293T and transduced into new 293T cells, followed by puromycin selection to obtain FOXP4-KO cell lines. The cells were processed using TRIzol reagent (Invitrogen Company, USA) to extract RNA, which was then sent to Shanghai Sangon Technology Co., LTD for RNA sequencing (RNA-Seq). The sequencing data obtained were subsequently analyzed using bioinformatics techniques to derive meaningful insights. The sequencing data were visualized using R software. The RNA-Seq data supporting this publication are available in the Gene Expression Omnibus repository under the accession number GSE242332.

### Immunoblotting analysis

Cell samples were centrifuged to remove the supernatant. Total protein was extracted by lysing the cells with an appropriate amount of 1× loading buffer (P0015A, Beyotime). Proteins were separated by 12% SDS-PAGE and transferred onto a polyvinylidene difluoride (PVDF) membrane. The membrane was blocked using 5% skim milk for 45 min before being washed three times with PBST, each wash lasting 5 min. It was then incubated overnight with primary antibodies at 4°C. After incubation, the membrane was placed on a shaker (75 rpm) and washed with PBST, followed by 45 min of incubation with secondary antibodies at room temperature. After another round of PBST washing, chemiluminescent detection was performed. The following primary antibodies were used: anti-β-catenin (Santa Cruz, sc-7963), anti-FOXP4 (Santa Cruz, sc-390892), anti-PTK7 (Bethyl Laboratories, A304-451A), anti-Cyclin D1 (Abcam, ab134175), anti-GSK3B (Abcam, ab76225), anti-c-Myc (Abcam, ab32072), anti-E-cadherin (Abcam, ab40772), anti-N-cadherin (Abcam, AB207608), anti-Vimentin (Abcam, ab92547), and anti-β-actin (Santa Cruz, sc-8432).

### Luciferase, and Chip assay

The TCF/LEF1 luciferase reporters were purchased from Yeasen. Whole genomic DNA was extracted from A2780 cells, and the promoter regions of the FOXP4 and PTK7 genes were amplified and subsequently cloned into the pGL4.15 vector. A dual luciferase assay approach was used to assess intracellular luciferase activity after 293 T cells were transfected in 24-well plates. Firefly luciferase activity was normalized to Renilla luciferase activity to enhance transfection efficiency. Chromatin immunoprecipitation (ChIP) assays were conducted using a ChIP assay kit. Cells were fixed with cold formaldehyde and then sonicated to shear the DNA into fragments. Using antibodies against FOXP4 and PTK7 or normal serum IgG as negative controls, the supernatants were incubated overnight at 4°C. Using a DNA purification kit, the precipitated complex was purified and eluted, and the resulting pure DNA was utilized as a PCR template. The GAPDH promoter served as an additional negative control in these experiments.

### Caspase-3/7 activity assay

The CellEvent™ Caspase-3/7 Green ReadyProbes™ Reagent (Thermo Fisher C10427) protocol was adhered to for apoptosis detection. A2780 cells transfected with PLKO, shFOXP4#1, and shFOXP4#2 were seeded in equal amounts into 96-well plates. The fluorescence intensity of the caspase-3/7 activity was measured using a Synergy H1 microplate reader at excitation and emission wavelengths of 502 nm and 530 nm, respectively. The fluorescence data were normalized against a control consisting only of the culture medium to account for background fluorescence.

### Cell proliferation and colony formation assay

The viability of the cells was assessed using the BrdU assay and a cell growth curve experiment. In the cell growth curve assay, logarithmically growing cells were harvested using 0.25% trypsin solution (Thermo Fisher 25200056) and resuspended in DMEM medium. Cell suspensions of PLKO, shFOXP4#1, and shFOXP4#2 were seeded in 24-well plates at densities ranging from 2 × 10^4^ to 5 × 10^4^ cells/mL. Cell counts were recorded at 0, 24, 48, and 72 h post-seeding by trypsinizing and observing under a microscope to construct the growth curves. For the BrdU assay, 96-well plates were seeded with equal numbers of A2780 and OVCAR8 cells expressing PLKO, shFOXP4#1, and shFOXP4#2, following the instructions of the BrdU Cell Proliferation Assay Kit (Cell Signaling). Proliferation was quantified by measuring absorbance at designated wavelengths. In the colony formation assay, 1×10^4^ cells were seeded in 6-well plates. PLKO, shFOXP4#1, and shFOXP4#2 cells in A2780; empty vector (EV) + DMSO, EV + ICG-001, FOXP4 + DMSO, FOXP4 + ICG-001; PLKO, shFOXP4#1, shFOXP4#1 + PTK7; EV, FOXP4, FOXP4+sh-PTK7; as well as PLKO, shFOXP4#1, and shFOXP4#2 cells in OVCAR8 were incubated in a CO_2_ incubator at 37 °C for 7–14 days until colonies grow to the appropriate size. The colonies were fixed with cryo-pretreated 4% paraformaldehyde, stained with crystal violet, and those containing more than 50 cells were counted to evaluate cloning capacity.

### Cell migration and invasion assay

A2780 cells grown in a 6-well plate were cultured to reach 80% confluency over 24 h. For the migration assay, these cells were then treated according to the experimental protocols, and an appropriate volume of cell suspension was added to the upper chamber of a transwell apparatus, while the lower chamber was filled with medium conducive to normal cell growth. The cells were incubated for 24 h, after which they were fixed with 4% paraformaldehyde and stained with crystal violet. Quantitative analysis of the migrated cells was conducted using ImageJ software. For the invasion assay, the upper chamber of the transwell was first coated with melted matrigel, which was allowed to solidify for 1 h in the incubator. The lower chamber was filled with the required medium for normal cell growth, and cells including PLKO, shFOXP4#1, and shFOXP4#2 A2780, as well as other experimental groups from A2780 and OVCAR8 cells as outlined in supplementary fig. 3, were seeded in the upper chamber. After 48 h, the cells were morphologically fixed with 4% paraformaldehyde and subsequently stained for easy visualization. The number of invaded cells was counted in five randomly selected fields to average the results, and this data was used to analyze cell migration and invasion capabilities.

### Xenograft tumors

The National Rodent Laboratory Animal Resources in Shanghai, China provided BALB/c nude mice, which were housed in designated facilities. Initially, two groups consisting of six mice each were formed via random selection. Each mouse group received subcutaneous injections of A2780 cells (1×10^7^ cells) suspended in 50 µL of DMEM medium. The cells were transfected with either Con-shRNA, FOXP4-shRNA#1, or FOXP4-shRNA#2. After four weeks, the tumors were excised, weighed, and photographed. Subsequently, the mice were re-assigned into three new groups, each containing six mice, and received subcutaneous injections on both sides with A2780 cells (1×10^7^ cells) transfected with either shFOXP4#1, shFOXP4#1 + PTK7, or pLKO. Tumor growth and volume were monitored weekly, and the tumors were photographed at the study’s conclusion. Similarly, three groups of mice were randomly assigned, for a total of 18 mice. A2780 cells (1×10^7^ cells) containing EV, FOXP4, and FOXP4+Sh-PTK7 were injected subcutaneously into both sides of the mice. Tumor volume and growth were monitored weekly. Finally, the tumors were photographed. All experimental protocols involving animals were approved by the Jiangsu Ocean University Ethics Committee.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 8.0 software. Differences between two groups were compared using the Student’s *t* test or one-way analysis of variance (ANOVA) with Tukey’s test for post hoc comparisons. Comparisons among multiple groups were analyzed using a one-way ANOVA. The levels of statistical significance were denoted as *p < 0.05, **p < 0.01, and ***p < 0.001. A *p*-value less than 0.05 was considered statistically significant.

## Result

### Upregulation of FOXP4 is associated with poor prognosis in ovarian cancer patients

Utilizing TCGA and GTEx datasets, we analyzed FOXP4 mRNA expression across 33 human cancers and corresponding normal tissues using the GEPIA tool (Fig. 1A). FOXP4 was selectively upregulated in 6 cancer types when compared to their respective normal tissues. From the GTEx dataset revealed significantly higher FOXP4 mRNA expression in 426 OV tissues compared to 88 normal ovarian tissues (Fig. 1B). An independent cohort (GSE140082) further validated this observation, with late-stage OV patients exhibiting higher FOXP4 mRNA expression than early-stage patients (Fig. 1C). The relationship between FOXP4 mRNA expression and clinical pathological characteristics in OV samples was investigated using the UALCAN tool. We observed an increase in FOXP4 mRNA expression levels with patient age (Fig. 1D). Analysis of FOXP4 protein levels in OV tissues revealed selective overexpression in OV tissues with altered Wnt pathway (Fig. 1E). In multiple single-cell sequencing datasets of ovarian cancer, we found that FOXP4 was predominantly expressed in malignant tumor cells, while it was expressed at lower levels in stromal cells and immune cells (Fig. 1F). Immunohistochemical staining data from the HPA database confirmed FOXP4’s differential protein expression, showing higher levels in OV than in normal ovarian tissues (Supplementary Fig. 1A). Furthermore, immunohistochemical analysis showed significantly higher FOXP4 protein content in OV tissues than in adjacent normal ovarian tissues (Fig. 1G). The clinical significance of FOXP4 was assessed by examining the correlation between the FOXP4 transcript levels and the survival outcomes of ovarian cancer patients with the aid of the Kaplan-Meier Plotter tool. The results showed that patients with higher FOXP4 expression levels had lower overall survival (OS) (Fig. 1H) and progression-free survival (PFS) (Fig. 1I), while post-progression survival (PPS) did not show a significant decrease (Supplementary Fig. 1B). These findings suggest that FOXP4 is significantly upregulated in ovarian cancer and that high FOXP4 levels are associated with poor prognosis in OV patients.

**Fig. 1:**
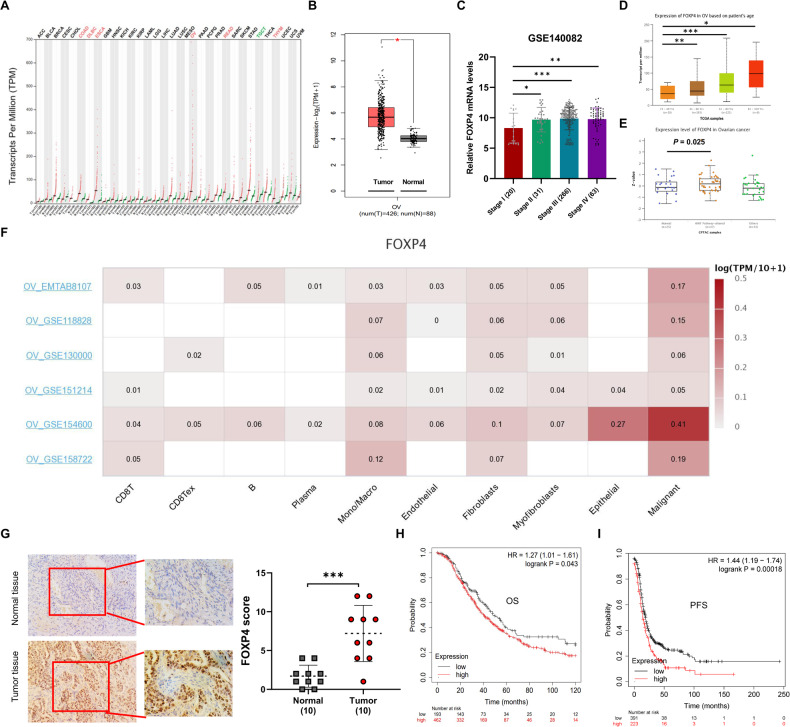
Upregulation of FOXP4 correlates with poor prognosis for OV patients. **A** The expressions of FOXP4 in 33 types of human cancer in data from TCGA dataset through GEPIA2 online website (https://gepia2.cancer-pku.cn). The gene expression profile across all tumor samples and paired normal tissues is shown as a dot plot. Ret dot represents cancer sample and green dot represents normal sample. **B** Boxplot analysis of differences in FOXP4 expression levels in ovarian tissues from the GEPIA2 website. T, Tumor tissues; N, Normal tissues; *P-value was set at 0.01. **C** The mRNA expression of FOXP4 from different OV TNM stages in an independent OV patient cohort (GSE140082). *p < 0.05, **p < 0.01, ***p < 0.001. **D** Using UALCAN network platform (http://ualcan.path.uab.edu/) analysis FOXP4 mRNA expression level and patient age. This is visually represented by a box plot. *p < 0.05, **p < 0.01, ***p < 0.001. **E** The protein level of FOXP4 from normal ovary tissue and OV tissues from Clinical Proteomic Tumor Analysis Consortium (CPTAC). FOXP4 was selectively highly expressed in Wnt pathway-altered OV tissues. **F** Single-cell sequencing showed that FOXP4 is highly expressed in OV malignant tumor cells. **G** The representative IHC staining of FOXP4 protein in OV tissue (Ovarian serous cystadenocarcinoma) and normal tissue (ovary) from the Human Protein Atlas Project (http://www.proteinatlas.org/). ***p < 0.001. **H**, **I** The prognostic values of FOXP4 in OV patients. The survival curves comparing OV patients with high (red) and low (black) FOXP4 expression levels were plotted using the online Kaplan–Meier Plotter (https://kmplot.com/). OS, overall survival rate (**H**); PFS, progression free survival rate (**I**).

### FOXP4 is a transcriptional target of the Wnt/β-catenin/TCF4 signaling pathway

To elucidate the upstream molecular mechanisms and pathways involved in FOXP4 transcriptional regulation, we first extracted FOXP4-related signaling pathways from the TCGA database. Analysis revealed a strong association between FOXP4 expression and Wnt/β-catenin signaling pathway activation in the TCGA database (Fig. 2A). Furthermore, FOXP4 showed a strong correlation with several Wnt pathway-related genes, including CTNNB1, TCF4, and CCND1 in OV (Fig. 2B–D), suggesting that FOXP4 may be involved in this pathway as a potential target gene. To validate this, OV cells were treated with LiCl, a known Wnt pathway activator, which induced high levels of FOXP4 transcription and expression alongside Wnt pathway activation (Fig. 2E, F). Additionally, overexpression of β-catenin in OV cells not only induced the known target gene CCND1 but also FOXP4 (Fig. 2G–H). Conversely, treatment with the potent Wnt/β-catenin inhibitor ICG-001 or silencing of CTNNB1 expression significantly suppressed the expression of CCND1 and FOXP4 in OV cells (Fig. 2I–L). Thus, these results suggest that FOXP4 may participate in the Wnt signaling pathway and exert effects as a downstream target. Additionally, through a search in the JASPAR online database (http://jaspar.genereg.net/), Two potential TCF4 response elements were found in the FOXP4 promoter region (Fig. 2M), showing that FOXP4 could be β-catenin/TCF4’s transcriptional target. To confirm this possibility, different luciferase reporter constructs for FOXP4 incorporating the two putative TCF4 response elements were generated. As expected, TCF4 effectively enhanced the activity of the promoter when both elements were present, but lost the ability to activate the promoter when both elements were mutated. It suggests that two transcriptions start site (TSS) elements are extremely important for the activation of the TCF4-dependent promoter (Fig. 2N, O). Chip validation revealed a certain binding between TCF4 and FOXP4 (Fig. 2P, Q, Supplementary Fig. 2A, B). Taken together, the Wnt/β-catenin/TCF4 signaling pathway may have a new transcriptional target, FOXP4.

**Fig. 2:**
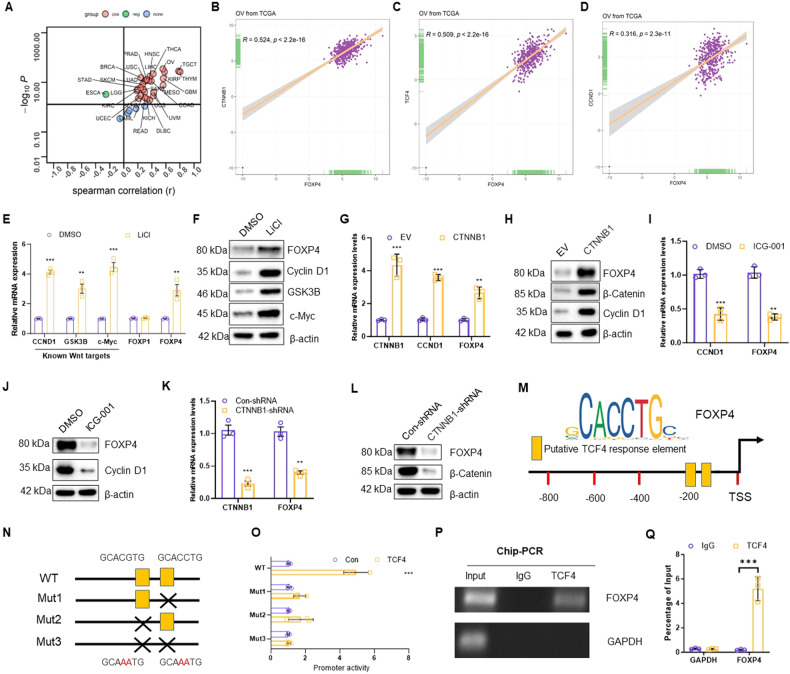
FOXP4 is a transcriptional target for the Wnt/β-catenin/TCF4 signaling. **A** The spearman correlation between the expression of FOXP4 and the HALLMARK_WNT_BETA_CATENIN_SIGNALING in all tumor types in TCGA. Red represents positive expression and green represents negative expression. **B** The mRNA correlation between FOXP4 and CTNNB1 in OV from TCGA database. **C** The mRNA correlation between FOXP4 and TCF4 in OV from TCGA database. **D** The mRNA correlation between FOXP4 and CCND1 in OV from TCGA database. **E** The mRNA expression levels of FOXP4, FOXP1 and three known downstream target genes of Wnt/β-catenin (CCND1, GSK3B, and c-Myc) in A2780 cells treated with DMSO or LiCl were determined by real-time PCR, *n* = 3. **p < 0.01 vs DMSO, ***p < 0.001 vs DMSO. **F** Immunoblot analysis was used to detect the protein expression levels of FOXP4 and three known Wnt/β-catenin downstream target genes CCND1, GSK3B, and c-Myc in A2780 cells treated with DMSO or LiCl. **G** Real-time PCR was used to measure mRNA levels of β-catenin, CCND1, and FOXP4 after transfection with EV or CTNNB1 in A2780 cells, *n* = 3. **p < 0.01 vs EV, ***p < 0.001 vs EV. **H** Immunoblot analysis was conducted to assess the protein expression of β-catenin, CCND1, and FOXP4 in A2780 cells following transfection with EV or β-catenin. **I** Real-time PCR was used to quantify mRNA levels of CCND1 and FOXP4 in OVCAR8 cells treated with either DMSO or ICG-001, *n* = 3. ***p < 0.001 vs DMSO. **J** Immunoblot analysis was used to determine the protein expression levels of CCND1 and FOXP4 in OVCAR8 cells after treatment with either DMSO or ICG-001. **K** Real-time PCR was utilized to quantify the mRNA expression of CTNNB1 and FOXP4 in OVCAR8 cells transfected with Con-shRNA or CTNNB1-shRNA, *n* = 3. **p < 0.01 vs Con-shRNA, ***p < 0.001 vs Con-shRNA. **L** Immunoblot analysis was conducted to determine the protein levels of β-catenin and FOXP4 in OVCAR8 cells transfected with Con-shRNA or CTNNB1-shRNA. **M** Schematic diam shows human FOXP4 gene promoter and two putative TCF4 binding sites. TSS: transcription start site. **N** The human FOXP4 promoter contains two TCF4 response elements. Point mutation was highlighted with black cross. **O** TCF4 was co-transfected with indicated plasmids into 293T cells for 36 h. The luciferase activity was then measured, *n* = 3. ***p < 0.001 vs Con. **P**, **Q**. A2780 cells stably expressing TCF4 were subjected to Chip-PCR detection, the human GAPDH promoter served as a negative control, *n* = 3. ***p < 0.001 vs IgG.

### Development of OV malignant tumor cells require FOXP4

Given these above observations, we deduced FOXP4’s involvement in ovarian carcinogenesis and proceeded to explore its biological role in OV. Firstly, A2780 and OVCAR8 cells were infected with lentiviral particles harboring shRNA targeting the control region or five different regions of FOXP4. Knockdown efficiency was assessed via real-time PCR (Fig. 3A), leading to the selection of the two most potent shRNAs for establishing stable FOXP4-silenced cell lines in A2780 and OVCAR8 cells. FOXP4 knockdown was additionally confirmed through immunoblotting (Fig. 3B). Analysis the growth curves and colony formation revealed that complete elimination of FOXP4 remarkably inhibited cell growth and reduced the clonogenic capacity of cells (Fig. 3C, D, Supplementary Fig. 3A). Given the minimal changes in Caspase 3/7 activity (Fig. 3E, Supplementary Fig. 3B), it indicated that silencing of FOXP4 did not result in apparent apoptosis in OV cells. Notably, FOXP4 silencing led to a decrease in both bromodeoxyuridine (BrdU)-binding cells and mRNA levels of the proliferation marker MKI67 (Fig. 3F, G, Supplementary Fig. 3C). Hence, these findings suggest that FOXP4 is crucial for the regulation of OV cell proliferation. Next, we expanded our investigation of FOXP4’s biological function to include tumor cells’ capacity for migration and invasion. Transwell assays demonstrated a significant reduction in OV cell migration and invasion upon FOXP4 knockout (Fig. 3H, Supplementary Fig. 3D), underscoring FOXP4’s critical role in sustaining OV cells in vitro. OV cells were injected subcutaneously in nude mice. Tumor size and weight were significantly reduced after FOXP4 silencing compared with the control (Fig. 3I–K). Together, these results indicate that the involvement of FOXP4 in OV tumor development promotion.

**Fig. 3:**
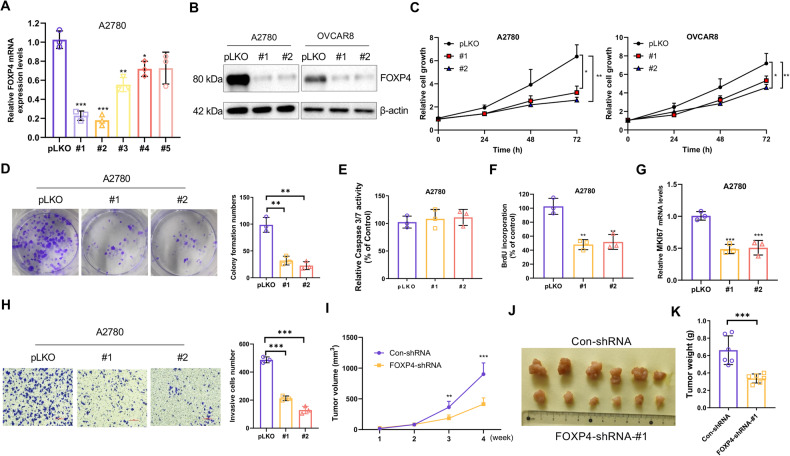
FOXP4 is required for OV cells to maintain malignancy. **A** Real-time PCR was used to measure FOXP4 mRNA in A2780 cells transfected with pLKO or five specific FOXP4 shRNAs, *n* = 3. *p < 0.05 vs pLKO, **p < 0.01 vs pLKO, ***p < 0.001 vs pLKO. **B** The OV (A2780 and OVCAR8) cells stably expressing pLKO or two specific shRNAs against FOXP4 were subjected to immunoblotting with indicated antibodies. **C** The cell growth curve of A2780 and OVCAR8 cells in (**B**), *n* = 3. *p < 0.05 vs pLKO, **p < 0.01 vs pLKO. **D** Clonogenic assay of A2780 cells in (**B**), *n* = 3. *p < 0.05 vs pLKO, **p < 0.01 vs pLKO. **E** Caspase3/7 activity was measured in A2780 cells in (**B**). The *y*-axis indicates the Caspase3/7 activity over cell number. The value given for the caspase activity in control-infected cells was set as 100. **F** Incorporation of BrdU in A2780 cells in (**B**) was measured by ELISA, *n* = 3. **p < 0.01 vs pLKO. **G** Real-time PCR analysis of MKI67 mRNA in cells from (**B**), *n* = 3. ***p < 0.001 vs pLKO. **H** Migration rates of cells from (**B**) were evaluated, *n* = 3. **p < 0.01 vs pLKO, ***p < 0.001 vs pLKO. **I** A2780 cells stably expressing Con-shRNA or FOXP4-shRNA were inoculated subcutaneously in nude mice, respectively. Tumor volume was monitored over time, *n* = 6. **p < 0.01 vs Con-shRNA, ***p < 0.001 vs Con-shRNA. **J** Image representing the tumor on day 28, *n* = 6. **K** Bar graphs represent the weight of the tumor on day 28, *n* = 6. ***p < 0.001 vs Con-shRNA.

### FOXP4 functions as a positive regulator of the Wnt/β-catenin signaling pathway in OV

We initiated our investigation into the downstream signaling pathways regulated by FOXP4 by creating FOXP4 knockout (KO) cell lines from 293T cells, utilizing CRISPR-Cas9 technology. Following this, high-throughput RNA sequencing was conducted on samples from FOXP4 wild-type (WT) and FOXP4 KO cells. 

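RNA sequencing measured the transcripts of 2 control libraries and 2 FOXP4 KO libraries of 293T cells, a line derived from human embryonic kidney that carries the large T antigen of SV40. The sources describe the perturbation in different ways. The text of the results gives CRISPR-Cas9 knockout, the methods give transduction with FOXP4-shRNA virus followed by puromycin selection, and the sample labels name a knock-down of FOXP4. The titles of both KO libraries carry the same KO number, which is read here as a single line. For the extraction of RNA, the methods give TRIzol and the labels a column kit. Nothing says that the replicates came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. The authors deposited a table of counts per gene and a table of transcripts scaled by gene length and library total (TPM). The aligner and the counting tool are not given in the sources used here, and the submitters' processing notes list the mouse builds GRCm38 and mm10, although the gene identifiers in both tables are human. Control libraries 1 and 2 held 36393224 and 43057305 counts, and FOXP4 KO libraries 1 and 2 held 42150257 and 41796690. The count table lists 15218 genes, of which 0 have a count of 0 in any library. The TPM table lists a further 5031 genes that are not in the count table, and 5029 of these are at 0 in at least 1 library. A gene with no reads in 1 of the groups therefore does not enter a test on the counts. Of the listed genes, 14620 passed edgeR's filterByExpr and were tested as counts with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are KO minus control on the log2 scale, and each standard error is the size of the fold change divided by the square root of the F statistic. The common biological coefficient of variation was 0.165. Groups of genes were written as lists before the data were examined, except that the list of cancer-testis genes was written after the gene names in Fig. 4B had been seen, and the sets of Hallmark and KEGG were written from knowledge of these sets, so some members can differ from a given release.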

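FOXP4 transcripts fell in the KO cells and were still counted in both KO libraries. The gene (ENSG00000137166) had 2562 and 2463 counts in control libraries 1 and 2 and 713 and 886 counts in FOXP4 KO libraries 1 and 2. After normalization this is 64.7 ± 10.8 CPM (SD, n = 2) in the control and 18.9 ± 3.30 CPM (SD, n = 2) in the KO cells. The log2 fold change was −1.78 (standard error 0.185, adjusted p = 0.0038 from edgeR's quasi-likelihood test). In the authors' TPM table the control libraries had 32.4 and 26.2 TPM and the KO libraries had 7.31 and 9.95 TPM. The KO columns of that table are numbered, but their numbers were not matched to the replicates. The other genes of the FOXP family of transcription factors did not pass the test. FOXP1 had a log2 fold change of 0.35 (adjusted p = 0.076 from edgeR), FOXP2 of 0.35 (adjusted p = 0.14) and FOXP3 of 0.73 (adjusted p = 0.15). Of the 4 genes of the family, 1 was lower and 0 were higher, with 1 lower and 1 higher, FOXP1, when adjusted over the list alone. FOXP3 had an adjusted p of 0.049 to 0.40 with 1 library left out, and it passed the test without control replicate 2 with a log2 fold change of 1.14. The 18 tested genes within 1 Mb of FOXP4 had a median log2 fold change of 0.32. Counts over a whole gene show neither an edit in its sequence nor the amount of protein.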

A heatmap illustrated significant gene expression between the FOXP4 KO group and the control group (Fig. 4A). 

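The FOXP4 KO libraries stood apart from the control libraries over all tested genes. The first principal component of log2 CPM held 76.9% of the variance and separated the groups, with the control libraries at −54.6 and −40.2 and the KO libraries at 46.9 and 47.8. The second component held 13.9% and separated the control libraries from each other, at 26.3 and −30.6. The correlation across genes was 0.984 between the control libraries, 0.989 between the KO libraries and 0.946 to 0.956 between libraries of different groups. The mean distance between the groups was 1.93 times the mean distance within them. ZCCHC12, on chromosome X, shows the spread of the control libraries: it had 8105 counts in control library 1, 2687 in control library 2, and 207 and 168 in the KO libraries. TSC22D3, which encodes a glucocorticoid-induced leucine zipper protein, had 133 ± 58.5 CPM (SD, n = 2) in the control and 2353 ± 244 CPM (SD, n = 2) in the KO cells. With 2 libraries against 2, the smallest p that a two-sided exact permutation test allows is 0.33, so none is given for the separation.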

Genes were classified as differentially expressed (DEGs) based on criteria of |LogFC| > 1.2 and *p* < 0.05. Compared to FOXP4 WT cells, FOXP4 KO cells showed upregulation of 871 genes and downregulation of 385 genes (Fig. 4B, C). 

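At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 2013 genes were higher and 1765 were lower in FOXP4 KO cells. With a log2 fold change beyond 1.2 in either direction and an unadjusted p under 0.05, 883 genes were higher and 345 lower, where the base of the logarithm and the use of unadjusted p are a reading of the stated thresholds. PLP2, a membrane protein of the endoplasmic reticulum, rose from 1.44 ± 0.164 CPM (SD, n = 2) to 61.4 ± 5.37 CPM (SD, n = 2), with a log2 fold change of 5.42 (standard error 0.180, adjusted p = 0.00023 from edgeR). LCP1, the actin-bundling protein L-plastin, rose by 4.58, MAL2, which acts in membrane transport of polarized epithelial cells, by 4.56, MAPK13, a p38 kinase, by 3.59 and ERBB3, a receptor of the EGFR family, by 3.37 on the log2 scale. The control libraries differed in LCP1, with 222 and 79 counts, and its log2 fold change was 5.69 without control replicate 1 and 3.92 without control replicate 2, while that of MAL2 was 5.22 without control replicate 2. CTSZ, a lysosomal protease, and ZNF595, a zinc finger gene on chromosome 4, were among the increases with the lowest p, with log2 fold changes of 5.70 and 3.63. SPARC, a secreted glycoprotein of the extracellular matrix, fell by 6.49 on the log2 scale (standard error 0.331, adjusted p = 0.00092 from edgeR), from 94.6 ± 21.2 CPM (SD, n = 2) to 1.04 ± 0.460 CPM (SD, n = 2). EMILIN2, another matrix glycoprotein, fell by 4.21 on the log2 scale, and DPYSL4, of the dihydropyrimidinase-like family, had a log2 fold change of −3.99. SLC16A14, of the monocarboxylate transporter family, fell by 5.62, from 399 and 527 counts in the control libraries to 8 and 12 in the KO libraries. FLNA, which crosslinks actin filaments, fell by 2.72 and lies in a stretch of chromosome X whose genes were lower as a whole. MAGEA6 fell by 7.81 but has near-identical copies that can share its reads, so its own value is uncertain. Fewer genes passed in each fit with 1 library left out, with the smallest change without control replicate 2. In such a fit 1 group holds a lone library. A loss of power can therefore not be told apart from a dependence on single libraries. With upper-quartile scaling 2383 were higher and 1368 lower, and at the fold threshold 388 and 153 genes passed on log2(TPM + 1) with limma-trend.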

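The changed genes were not spread evenly along the chromosomes. Of the 532 tested genes of chromosome 4, 194 were higher and 12 lower in FOXP4 KO cells, and of the 368 of chromosome 22, 124 were higher and 12 lower (adjusted p under 0.05 from edgeR's quasi-likelihood test). Windows of 51 neighboring genes were scanned along GRCh38, a search chosen after the data had been looked at, and 16 stretches of at least 20 genes lay beyond a window median of 0.42, the limit set by 1000 permuted gene orders. The 8 higher stretches hold 555 genes, of which 48.6% were higher, against 12.6% of the genes outside the stretches. The 8 lower stretches hold 369 genes, of which 49.9% were lower, against 11.5% outside. The stretches were chosen by the fold changes of these same genes, so the shares describe them and are not a separate test. The higher stretches with the most genes were on chromosome 4 from 106921802 to 183511096 (184 genes, 100 higher and 1 lower) and on chromosome 22 from 38111495 to 50161690 (127 genes, 63 higher and 2 lower). Lower runs included chromosome X from 141903894 to 154450654 (62 genes, 35 lower and 5 higher), which holds FLNA and MAGEA6, and chromosome 11 from 108157215 to 118152888 (52 genes, 26 lower and 0 higher).

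**Figure D2:**
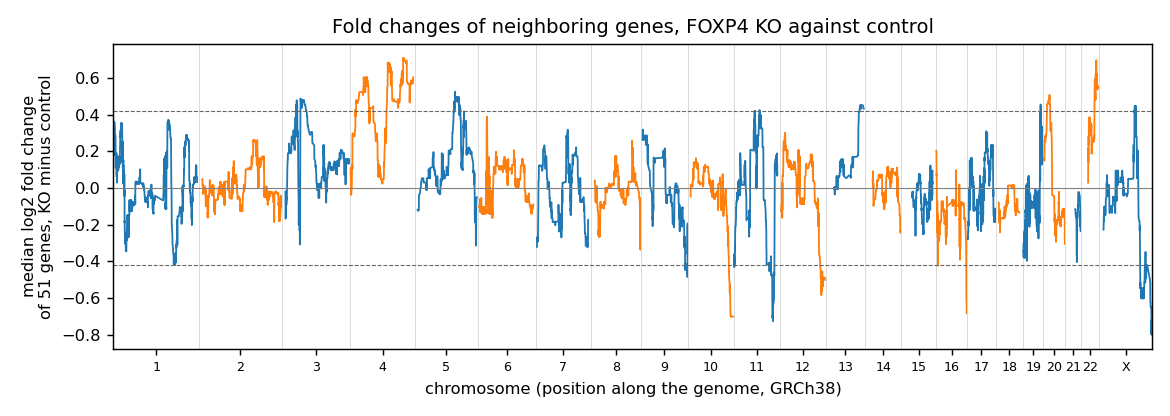
Median log2 fold change (KO minus control) of 51 neighboring genes, on the vertical axis, against the position of the window along the chromosomes of GRCh38, on the horizontal axis, with colors alternating between chromosomes. Dashed lines mark the limit of 0.42 in both directions from permuted gene orders. The highest window, on chromosome 4, lies at 0.71 and the lowest, on chromosome X, at −0.80.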

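Several markers of epithelial cells were higher and several markers of mesenchymal cells were lower in FOXP4 KO cells, and other markers did not pass the test. Of 17 epithelial markers measured, 9 were higher, 0 were lower and 8 did not pass edgeR's quasi-likelihood test (11 higher when adjusted over the list alone). ESRP2, a splicing regulator of epithelial cells, had 16 and 18 counts in the control and 1720 and 1862 in the KO libraries, a log2 fold change of 6.60 (standard error 0.203, adjusted p = 0.00022 from edgeR). The transcription factor OVOL2, in a stretch of chromosome 20 whose genes were higher as a whole, rose by 5.43, the protease inhibitors SPINT1 and SPINT2 by 5.29 and 3.76 and the adhesion molecule EPCAM by 3.56 on the log2 scale (SPINT2 by 4.42 without control replicate 2). Of 20 mesenchymal markers, 11 were lower, 0 were higher and 9 did not pass (11 lower when adjusted over the list alone). The transcription factor SNAI2 fell by 4.89 and the collagen gene COL3A1 by 3.96 on the log2 scale. Without FOXP4 KO replicate 2, 6 mesenchymal markers were lower. Of 29 interferon-stimulated genes, 15 were higher, 2 were lower and 12 did not pass (15 higher and 3 lower when adjusted over the list alone). OAS3, an antiviral enzyme, had 2 and 4 counts in the control and 1950 and 2106 in the KO libraries, too few in the control for a firm fold. The RNA sensor gene IFIH1 rose by 3.77, the transcription factor IRF7 by 2.84, DTX3L and PARP9, which act as a pair, by 4.92 and 4.69 and LGALS3BP, a galectin-binding glycoprotein, by 2.48. The folds of DTX3L and PARP9 are not firm either, with 8 and 36 and with 6 and 38 counts in the control libraries and log2 fold changes of 4.29 and 3.97 without control replicate 1 and 6.18 and 6.34 without control replicate 2. IRF9, a transcription factor downstream of the interferon receptor, fell by 1.54 on the log2 scale (adjusted p of 0.030 to 0.093 from edgeR with 1 library left out, the highest without FOXP4 KO replicate 1). ISG15 had a log2 fold change of 0.13 (adjusted p = 0.72 from edgeR), IFIT1 of 0.37 (adjusted p = 0.20) and IFIT3 of −0.23 (adjusted p = 0.70). Without FOXP4 KO replicate 1, 8 interferon-stimulated genes were higher and 0 lower, and without FOXP4 KO replicate 2, 7 and 1, and 1 was lower without either control replicate. Camera gave an adjusted p over 32 lists of 3.5e-15 for the epithelial, 1.9e-08 for the mesenchymal and 9.3e-09 for the interferon list with a preset correlation of 0.01, and each had an adjusted p = 0.30 with an estimated correlation. The setting with an estimated correlation rests on few residual degrees of freedom here, so a list that it does not call is left undecided.

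**Figure D3:**
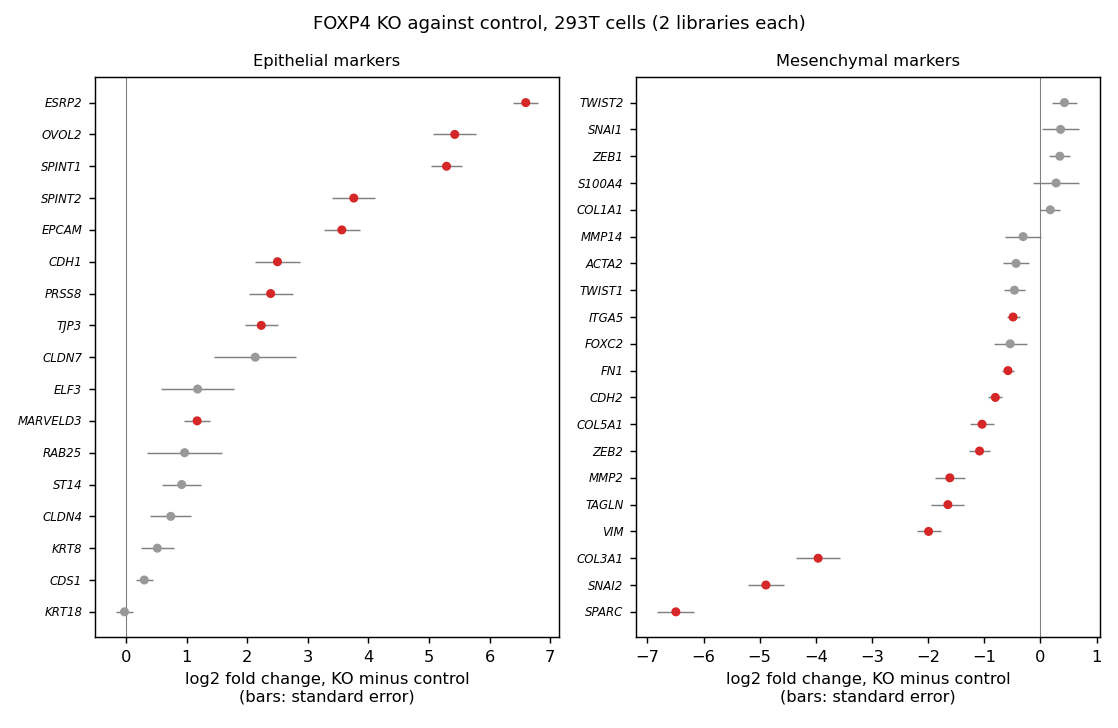
Log2 fold changes (KO minus control, horizontal axes) of the measured epithelial markers (left) and mesenchymal markers (right), 1 gene per line. Points are estimates from edgeR over 2 libraries per group, bars are standard errors and red marks an adjusted p under 0.05. ESRP2 lies at 6.60 and SPARC at −6.49, the far ends of these lists.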

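Some genes of the Notch pathway and of the unfolded protein response were higher in FOXP4 KO cells, and some genes of ribosome biogenesis and of DNA replication were lower, while at least as many genes of each list did not pass the test. Of 30 Notch pathway genes, 12 were higher, 3 were lower and 15 did not pass edgeR's quasi-likelihood test (13 higher and 3 lower when adjusted over the list alone). HES5, a target of Notch signaling, rose from 4 and 10 counts to 317 and 333, a log2 fold change of 5.41 (standard error 0.351, adjusted p = 0.0013 from edgeR), and DTX3, a Deltex ubiquitin ligase, rose by 5.00 on the log2 scale (6.04 for HES5 and 5.75 for DTX3 without control replicate 2). The receptors NOTCH1 and NOTCH2 fell by 0.76 and 0.74 on the log2 scale, and neither passed without FOXP4 KO replicate 1, nor NOTCH1 without control replicate 1 (adjusted p = 0.075 from edgeR). With 1 library left out their adjusted p was 0.036 to 0.11 and 0.022 to 0.054, the highest without FOXP4 KO replicate 1. Without FOXP4 KO replicate 1, 7 Notch genes were higher and 0 lower, and without FOXP4 KO replicate 2, 7 and 3. Of 34 genes of the unfolded protein and ATF4 response, 9 were higher, 0 were lower and 25 did not pass (9 higher when adjusted over the list alone). HERPUD1, which acts in the degradation of proteins at the endoplasmic reticulum, rose by 1.23, the lipoprotein receptor gene VLDLR by 1.46 and the transcription factors XBP1 and ATF4 by 1.72 and 1.27 on the log2 scale, and XBP1 and ATF4 lie on chromosome 22, whose genes were higher as a whole. Without control replicate 2, 16 genes of this list were higher and 2 lower, and without FOXP4 KO replicate 2, 4 and 0. Of 40 genes of ribosome biogenesis and MYC targets, 12 were lower, 0 were higher and 28 did not pass (12 lower when adjusted over the list alone), and the ribosome assembly genes GRWD1, BOP1 and RRS1 had log2 fold changes of −0.90, −0.76 and −0.79. Of 37 genes of the G1/S transition and DNA replication, 10 were lower, 3 were higher and 24 did not pass (10 lower and 3 higher when adjusted over the list alone). POLE, a DNA polymerase gene, fell by 0.77 and CLSPN, which acts in the replication checkpoint, by 0.99. CCNE1, the gene of cyclin E1, had a log2 fold change of −0.97, with an adjusted p of 0.019 to 0.052 from edgeR with 1 library left out, the highest without FOXP4 KO replicate 1. Without control replicate 1, FOXP4 KO replicate 1 or FOXP4 KO replicate 2, 6, 4 and 7 ribosome biogenesis genes and 5, 2 and 6 replication genes were lower, and the 3 higher replication genes became 1, 0 and 0 (1 without control replicate 2). The adjusted p of camera with the preset correlation was 0.00064 for the Notch, 0.0053 for the unfolded protein, 0.0028 for the ribosome biogenesis and 0.013 for the replication list, and with 1 library left out it was 0.00014 to 0.073 and 0.0031 to 0.073 for these last lists, the highest without control replicate 1. With an estimated correlation, the adjusted p was 0.79, 0.79, 0.89 and 0.89.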

Analysis of the downregulated gene set with the Kyoto Encyclopedia of Genes and Genomes (KEGG) revealed significant alterations in several signaling pathways, with the most significant being the Wnt/β-catenin signaling pathway (Fig. 4D). 

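More genes of focal adhesion than fall by chance were in the set of genes lower in FOXP4 KO cells, which did not hold for genes of the Wnt signaling pathway. The downregulated set used here held the 345 genes with a log2 fold change under −1.2 and an unadjusted p under 0.05. The paper's downregulated set has 385 genes, and the members of both sets were not compared. In the set of 345 genes, 5 pathway lists were tested with a one-sided Fisher's exact test against all tested genes. Of 178 focal adhesion genes measured, 11 were in the set, where 4.20 would fall by chance (odds ratio 2.78, p = 0.0034, adjusted p = 0.017 from Fisher's exact test). With 1 library left out the adjusted p was 0.0023 to 0.12, the highest without FOXP4 KO replicate 2. Another 12 focal adhesion genes were in the set of higher genes, where 10.8 would fall by chance. Over the whole list 22 were higher, 36 were lower and 120 did not pass edgeR's quasi-likelihood test (24 higher and 37 lower when adjusted over the list alone), against 9 higher and 14 lower without FOXP4 KO replicate 1, 10 and 24 without FOXP4 KO replicate 2 and 14 and 24 without control replicate 1. Camera did not call the focal adhesion list (adjusted p = 0.18 with the preset correlation, adjusted p = 0.89 with an estimated correlation), while fgsea, run on all 32 lists as a test chosen after the data had been seen, called it as lower (normalized enrichment score −1.39, adjusted p = 0.031). Fisher's exact test and the gene permutations of fgsea take genes as independent. The 11 lower genes included ZYX, a protein of adhesion plaques, with a log2 fold change of −1.33 (standard error 0.153, adjusted p = 0.0049 from edgeR's quasi-likelihood test), and the small GTPase gene HRAS, with −1.25. FLNA, also among these 11, lies in a stretch of chromosome X whose genes were lower as a whole. A laminin gene among them did not pass edgeR's test (adjusted p = 0.092). Of 79 genes of gonadotropin-releasing hormone (GnRH) signaling, 5 were in the set (odds ratio 2.82, adjusted p = 0.097 from Fisher's exact test), among them the p38 kinase gene MAPK14 with a log2 fold change of −1.34. Of 144 genes of Hippo signaling, 6 were in the set (odds ratio 1.81, adjusted p = 0.21), among them SMAD7, an inhibitor of TGF-β signaling, with −1.22. Over the ranking of all genes, fgsea called the Hippo list as lower (normalized enrichment score −1.48, adjusted p = 0.0070), with −1.42 for GnRH signaling (adjusted p = 0.058) and 1.07 for the KEGG Wnt list (adjusted p = 0.59), and camera called none of these (adjusted p = 0.17, 0.29 and 0.95, and adjusted p = 0.89, 0.89 and 0.98 with an estimated correlation). For cholesterol synthesis it was 1 gene of 25 (adjusted p = 0.56), and 0 without control replicate 1. Of 140 genes of the KEGG Wnt signaling pathway, 1 was in the set, where 3.30 would fall by chance (odds ratio 0.30, 95% interval 0.0074 to 1.69, p = 0.97 from Fisher's exact test). It was PRKCB, a protein kinase C of the calcium branch, with a log2 fold change of −2.88 (standard error 0.382, adjusted p = 0.0065 from edgeR; −3.60 without FOXP4 KO replicate 2). The set held 3 Wnt pathway genes without control replicate 2 or without FOXP4 KO replicate 1, and 5 without FOXP4 KO replicate 2. Over all Wnt pathway genes measured, 25 were higher, 19 were lower and 96 did not pass edgeR's test (25 higher and 19 lower when adjusted over the list alone), against 9 higher and 5 lower without FOXP4 KO replicate 1, 6 and 11 without FOXP4 KO replicate 2 and 12 and 12 without control replicate 1. NFATC4, another gene of the calcium branch, rose by 1.37 on the log2 scale. The odds ratio of the Wnt list was 1.15 for the genes lower at an adjusted p under 0.05 and 1.33 without FOXP4 KO replicate 2 (p = 0.33 for both from Fisher's exact test). The lists were written from knowledge of KEGG, which was not used here as a database. Of 162 genes of the KEGG Wnt list in the TPM table, 140 could be tested. A gene with no reads in the KO libraries could not enter the downregulated set. FZD10, a Frizzled receptor gene, had 1.23 and 2.50 TPM in the control libraries and was listed at 0 TPM in both KO libraries. From the KEGG pathways of its downregulated set, the paper states that Wnt/β-catenin signaling was the most significant, and it goes on to this pathway for its role in the function of tumor cells.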

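Genes of the Hallmark Wnt/β-catenin signaling set moved in both directions in FOXP4 KO cells. Of 39 genes measured, 9 were higher, 6 were lower and 24 did not pass edgeR's quasi-likelihood test (9 higher and 6 lower when adjusted over the list alone). JAG1 and DLL1, ligands of Notch that belong to this set, rose by 1.86 and 1.35 on the log2 scale, and JAG1 lies in a stretch of chromosome 20 whose genes were higher as a whole. The receptor gene FZD8 fell by 0.85 on the log2 scale, with an adjusted p of 0.029 to 0.088 from edgeR with 1 library left out, and it missed the threshold without control replicate 1 (0.055) and without FOXP4 KO replicate 1 (0.088). Of the set, 5 were higher and 1 lower without FOXP4 KO replicate 1, 3 and 4 without FOXP4 KO replicate 2, 4 and 2 without control replicate 1, and 5 and 7 without control replicate 2. Genes were ranked by the signal-to-noise ratio of normalized counts, KO against control, and the set was tested with 10000 gene permutations in fgsea. The normalized enrichment score was 0.84 (p = 0.72 from the permutations), with each standard deviation kept at or above 0.2 times its mean. Without that limit, a ranking chosen after the data had been seen, it was 1.52 (p = 0.053 from the permutations). Ranked by the signed square root of edgeR's F statistic it was 1.16 (p = 0.24 from the permutations). A lone library has no standard deviation, so with 1 library left out genes were ranked by log2 fold change, which gave −0.80 without control replicate 2 and −0.73 without FOXP4 KO replicate 2, against 0.73 with all libraries ranked that way. The median log2 fold change of the set was −0.12 while its mean was 0.045. Of 20 genes known as direct targets of β-catenin, 7 were higher, 2 were lower and 11 did not pass (8 higher and 3 lower when adjusted over the list alone). NOTUM, a secreted inhibitor of Wnt, rose from 0.897 ± 0.271 CPM (SD, n = 2) to 5.40 ± 0.553 CPM (SD, n = 2), with a log2 fold change of 2.58 (standard error 0.298, adjusted p = 0.0049 from edgeR), and the transcription factor SOX9 rose by 1.43. DKK1, another Wnt inhibitor, rose by 1.33, with an adjusted p of 0.054 to 0.16 with any 1 library left out, and LEF1, a transcription factor of the pathway on the raised part of chromosome 4, rose by 0.81. Its adjusted p was 0.027 to 0.084 with 1 library left out, with 0.061 without control replicate 1, 0.054 without control replicate 2 and 0.084 without FOXP4 KO replicate 2. AXIN2, a feedback inhibitor of the pathway, had a log2 fold change of 0.18 (adjusted p = 0.39 from edgeR). CDX2, an intestinal transcription factor, fell by 0.83 on the log2 scale (adjusted p of 0.027 to 0.066 with 1 library left out, the highest without FOXP4 KO replicate 1). CD44, a hyaluronan receptor, fell by 1.01, with an adjusted p of 0.052 to 0.25 with any 1 library left out. Without control replicate 1 or FOXP4 KO replicate 2, 2 direct targets were higher and 1 lower, without control replicate 2, 3 and 2, and without FOXP4 KO replicate 1, 4 and 0. Camera gave an adjusted p of 0.95 for the Hallmark and 0.29 for the direct target list, and an adjusted p = 0.98 and 0.89 with an estimated correlation.

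**Figure D4:**
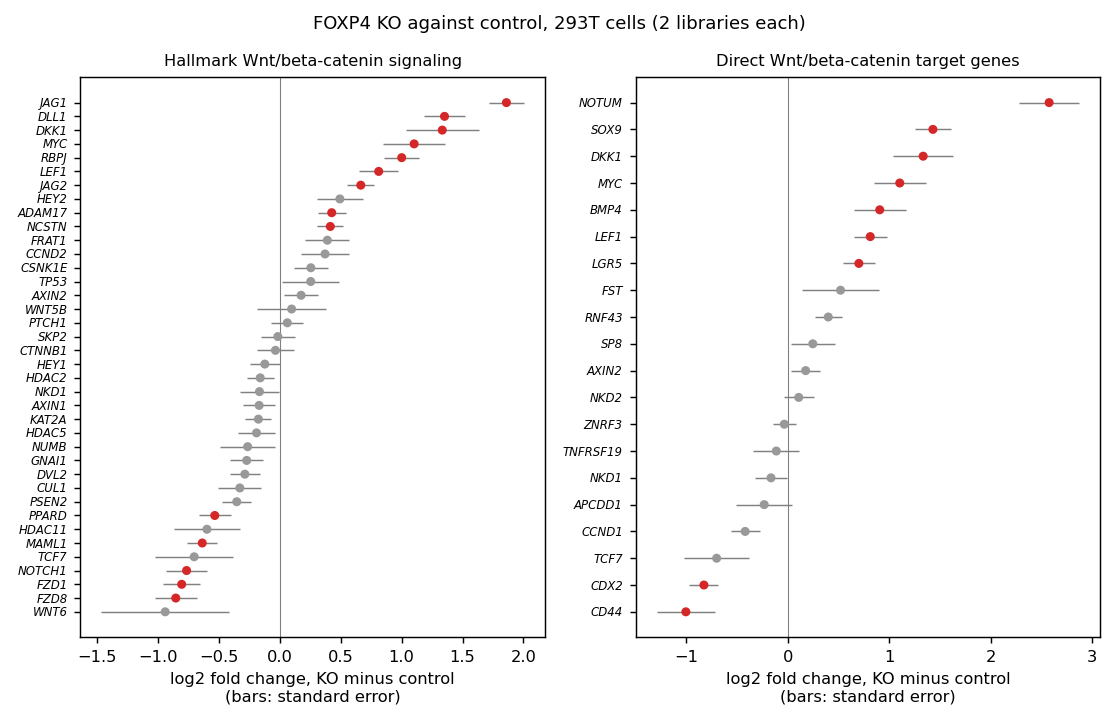
Log2 fold changes (KO minus control, horizontal axes) of members of the Hallmark Wnt/β-catenin set (left) and of direct β-catenin targets (right), 1 gene per line. Points are estimates from edgeR over 2 libraries per group, bars are standard errors and red marks an adjusted p under 0.05. Members lie on both sides of 0, from JAG1 at 1.86 at the top of the Hallmark set, and NOTUM is at 2.58 at the top of the direct targets.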

Next, the differential gene sets of the two FOXP4 groups were enriched and analyzed, and the results showed that the Wnt/β-catenin signaling pathway was negatively correlated with the FOXP4 KO group (Fig. 4E). Moreover, ovarian cancer samples from the TCGA database were categorized into high and low FOXP4 expression groups for GSEA analysis. The results showed that Wnt/β-catenin signaling pathway was enriched in the FOXP4 high expression group (Fig. 4F). Considering the Wnt/β-catenin signaling pathway’s pivotal role in tumor cell function, we delved deeper into FOXP4’s potential to influence this pathway’s activity. To do so, we evaluated changes in luciferase activity of TCF/LEF1 in A2780 and OVCAR8 cells with or without elimination of FOXP4, respectively. TCF/LEF1 is a recognized downstream target gene of the Wnt/β-catenin signaling pathway. We found that silencing FOXP4 significantly decreased TCF/LEF1 luciferase activity (Fig. 4G). Conversely, overexpression of FOXP4 significantly increased TCF/LEF1 luciferase activity in both OV cell lines (Fig. 4H). Importantly, silencing FOXP4 led to reduced transcription of several established Wnt/β-catenin target genes, including CCND1, GSK3B, and c-Myc (Fig. 4I). The corresponding protein expression was also decreased (Fig. 4J). Conversely, the expression of these genes was also increased in FOXP4-overexpressing cells, which could be inhibited by the Wnt pathway inhibitor ICG-001 (Fig. 4K, L). Furthermore, ICG-001 was able to inhibit FOXP4 overexpression-induced cell proliferation (Fig. 4M), colony formation (Fig. 4N), and invasion (Fig. 4O) in A2780 cells. The findings indicate FOXP4’s ability to activate the Wnt/β-catenin signaling pathway in ovarian cancer, which is vital for FOXP4’s oncogenic role.

**Fig. 4:**
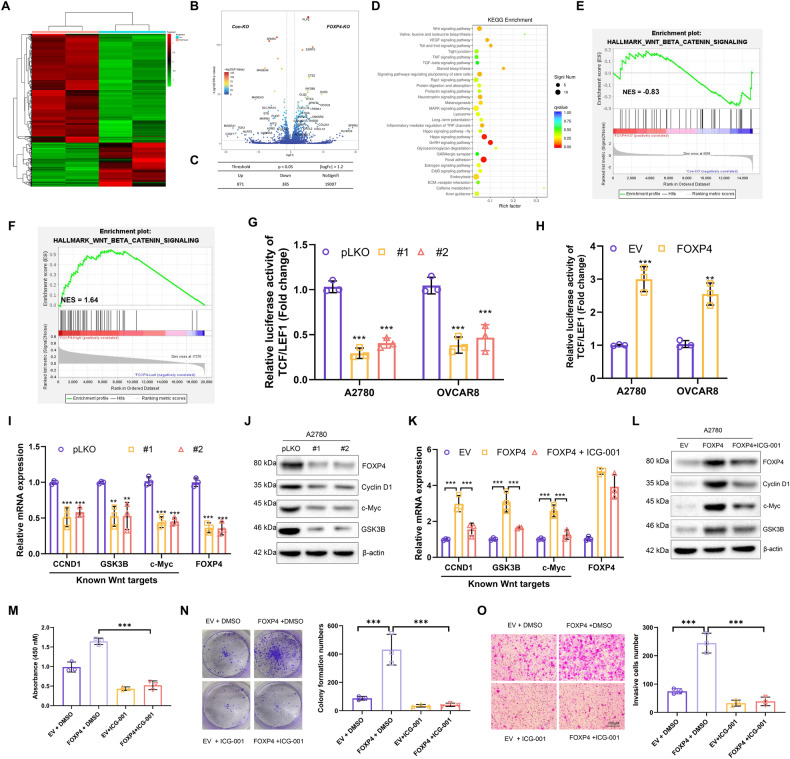
FOXP4 functions as a positive regulator of the Wnt/β-catenin signaling pathway in OV. **A** The RNA-seq data of 426 OV samples from TCGA was subjected to GSEA, the HALLMARK_WNT_BETA_CATENIN_SIGNALING was enriched in high FOXP4 expression group. **B** Differentially expressed genes in WT and FOXP4-KO cell lines were analyzed, and volcano plots are expressed as up-regulated and down-regulated genes with |LogFC| >1.2 and *P* < 0.05. **C** The table indicates that 871 genes are up-regulated and 385 genes are down-regulated. **D** KEGG analysis of the cells in FOXP4-KO revealed significant changes in the Wnt pathway. **E** GSEA plot of enriched pathways in RNA-seq data from FOXP4-KO and WT. **F** GSEA plot of enriched pathways in RNA-seq data of 426 OV samples from TCGA. **G** The luciferase activities of TCF/LEF1 in A2780 and OVCAR8 cells transfected with pLKO or FOXP4-shRNAs were measured, *n* = 3. ***p < 0.001 vs pLKO. **H** The luciferase activities of TCF/LEF1 in A2780 and OVCAR8 cells transfected with EV or FOXP4 were measured, *n* = 3. **p < 0.01 vs pLKO, ***p < 0.001 vs pLKO. **I** Real-time PCR was used to measure mRNA levels of FOXP4, CCND1, GSK3B, and c-Myc in A2780 cells stably expressing either control vector (pLKO) or shRNAs targeting FOXP4, *n* = 3. **p < 0.01 vs pLKO, ***p < 0.001 vs pLKO. **J** Immunoblot analysis was performed to evaluate the protein levels of FOXP4, CCND1, GSK3B, and c-Myc in cells stably expressing pLKO or shRNAs targeting FOXP4. **K** Real-time PCR was used to determine the expression of FOXP4 and Wnt/β-catenin target genes in A2780 cells transfected with EV or FOXP4 with/without ICG-001 treatment for 24 h, *n* = 3. ***p < 0.001 vs pLKO. **L** Immunoblot analysis was used to detect the protein levels of FOXP4, CCND1, GSK3B, and c-Myc in A2780 cells with stable expression of EV and FOXP4 or overexpression of FOXP4 or ICG-001. **M** Cell viability determination was performed on the cells stably expressing EV and FOXP4 after treatment with DMSO or ICG-001, *n* = 3. ***p < 0.001. **N** The Colony formation numbers of cells in (M) in colony experiments, *n* = 3. ***p < 0.001. **O** Relative invasion rates of cells in (M) in a transwell assay, *n* = 3. ***p < 0.001.

### PTK7 is a transcriptional target of FOXP4 in OV

To unravel the molecular mechanism through which FOXP4 enhances the activity of the Wnt/β-catenin signaling pathway, we emined all genes co-expressed with FOXP4 from the TCGA OV database. Of the genes whose function is related to the Wnt/β-catenin signaling pathway, we focused on PTK7, as it showed the most significant correlation with FOXP4 in OV and most other cancer types in TCGA (Fig. 5A, B). To test if PTK7 is regulated by FOXP4, we engineered OV cells to overexpress FOXP4. We found that FOXP4 overexpression significantly induced both transcription and protein expression of PTK7 (Fig. 5C, D). Conversely, silencing FOXP4 with two different shRNAs resulted in a consistent reduction in PTK7 protein expression (Fig. 5E). Additionally, utilizing the JASPAR online database, our finding of a response element for FOXP4 in the promoter region of PTK7 would suggest to us that FOXP4 acts as a transcription factor that may induce PTK7 transcription (Fig. 5F). To explore this further, we constructed two luciferase reporter vectors: one harboring the putative FOXP4 response element and another without it (Fig. 5G). Consistent with our hypothesis, FOXP4 overexpression triggered a 4-5 fold increase in the activity of the reporter containing the FOXP4 response element (Fig. 5H). Conversely, silencing FOXP4 expression led to a significant loss of PTK7 promoter activity, and the deletion of the FOXP4 response element abolished the response of the PTK7 promoter to FOXP4 expression (Fig. 5I). Furthermore, Chip assays confirmed FOXP4’s binding to the PTK7 promoter (Fig. 5J, K, Supplementary Fig. 4A, B). Subsequently, we examined the expression level of PTK7 by manipulating β-catenin signaling activity. The results showed that the expression of PTK7 increased with the activation of β-catenin pathway (Fig. 5L). Meanwhile, overexpression of PTK7 induced an increase in TCF/LEF1 luciferase activity (Fig. 5N). In contrast, knockdown of PTK7 significantly reduced TCF/LEF1 luciferase activity (Fig. 5M). Therefore, these findings elucidate that FOXP4 directly regulates PTK7 expression at the transcriptional level, reinforcing FOXP4’s role in modulating the Wnt/β-catenin signaling pathway.

**Fig. 5:**
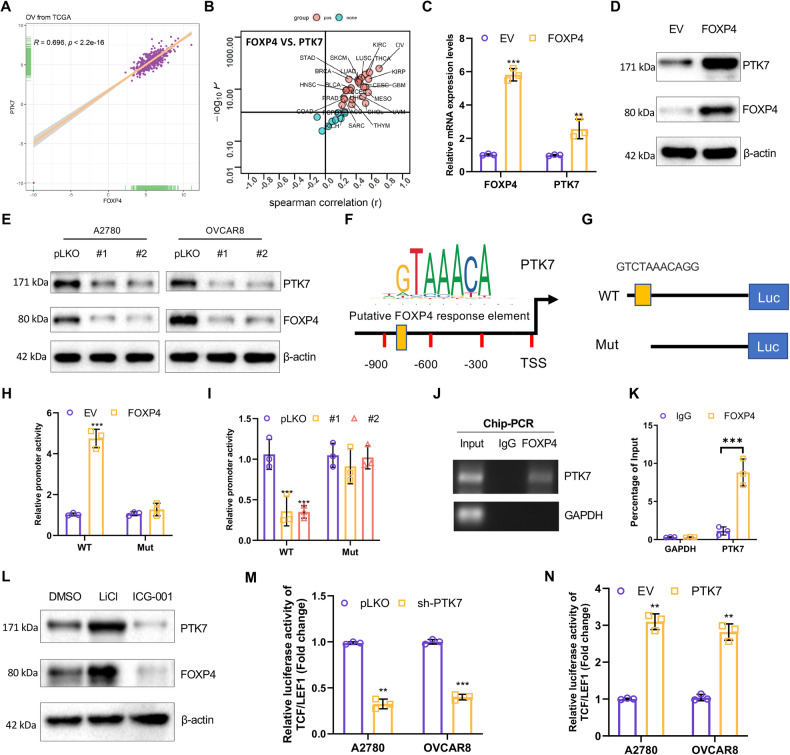
PTK7 is a transcriptional target of FOXP4 in OV. **A** The mRNA correlation between FOXP4 and PTK7 in OV from TCGA database. **B** The spearman correlation between the expression of FOXP4 and PTK7 in all tumor types in TCGA. Red represents positive expression and green represents negative expression. **C** Real-time PCR analysis of FOXP4 and PTK7 mRNA levels in A2780 cells transfected with EV or FOXP4 expression vector, *n* = 3. **p < 0.01 vs EV, ***p < 0.001 vs EV. **D** Immunoblot analysis showing FOXP4 and PTK7 protein expression in A2780 cells transfected with EV or FOXP4. **E** Immunoblot analysis of FOXP4 in A2780 and OVCAR8 cells stably expressing either pLKO or shRNAs targeting FOXP4. **F** Schematic diam shows human PTK7 gene promoter and a putative FOXP4 binding site. TSS: transcription start site. **G** Schematic diam shows the human PTK7 WT and Mut promoters. The potential binding sites for FOXP4 were highlighted with yellow. **H** The activities of the human PTK7 WT and Mut promoters in 293T cells transfected with EV or FOXP4 was measured, *n* = 3. ***p < 0.001 vs EV. **I** Two shFOXP4s were co-transfected with the indicated plasmid into 293T cells for 36 h. The luciferase activity was then measured, *n* = 3. ***p < 0.001 vs pLKO. **J**, **K** Chip-PCR assay detecting FOXP4 binding to the human PTK7 promoter in A2780 cells expressing stable FOXP4, *n* = 3. ***p < 0.001 vs IgG. **L** A2780 cells were treated with ICG-001 or LiCl to detect PTK7 protein levels. **M** The luciferase activities of TCF/LEF1 in A2780 and OVCAR8 cells transfected with pLKO or shRNAs-PTK7 were measured, *n* = 3. **p < 0.01 vs pLKO, ***p < 0.001 vs pLKO. **N** The luciferase activities of TCF/LEF1 in A2780 and OVCAR8 cells transfected with EV or PTK7 were measured, *n* = 3. **p < 0.01 vs EV.

### FOXP4’s oncogenic potential in OV cells requires PTK7

To investigate whether PTK7 mediates the tumor-promoting function of FOXP4 in OV, we generated FOXP4 knockout cells with stable expression of exogenous PTK7 (Fig. 6A). The expression level of exogenous PTK7 matched that of the control group, enabling a direct comparison of their biological functions. The effect of FOXP4 knockdown on the reduction of OV cell proliferation and colony formation was shown to be significantly decreased by increased PTK7 expression (Fig. 6B–D). Additionally, PTK7 overexpression was observed to augment cell migration in FOXP4-silenced cells (Fig. 6E). Given that the invasive ability of cancer cells is closely linked to the process of epithelial-mesenchymal transition (EMT), we examined the expression of EMT markers in detail. The results showed that knockdown of CTNNB1 not only reduced the downstream expression levels of FOXP4 and PTK7, but also significantly increased the expression of E-cadherin, and significantly decreased the expression of N-cadherin and vimentin. This series of changes revealed that β-catenin/FOXP4/PTK7 signaling pathway may affect the invasion ability of ovarian cancer cells by regulating EMT process (Supplementary Fig. 5A). In mouse xenograft tumor models, FOXP4 knockdown diminished tumor growth, yet reintroducing PTK7 partially reversed this effect (Fig. 6F–H). These findings were further supported by Western blot analysis, which showed decreased PTK7 protein levels in the mouse tumor samples following FOXP4 knock down (Supplementary Fig. 5B).

**Fig. 6:**
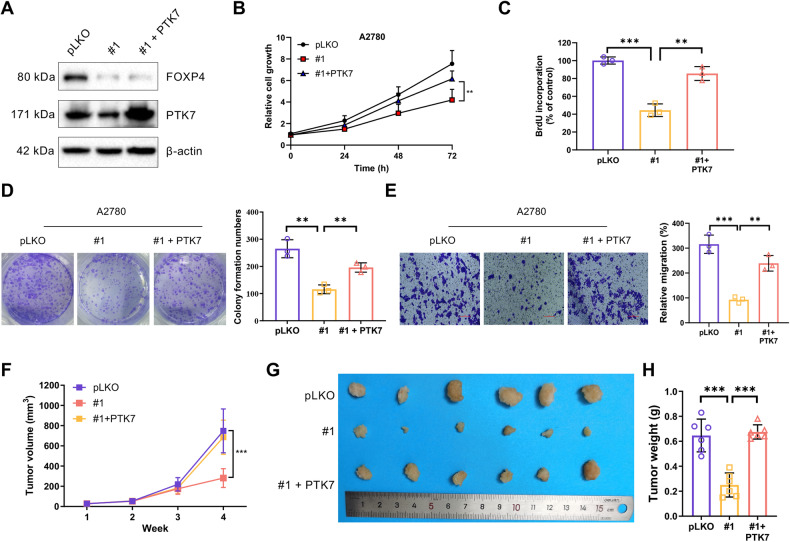
FOXP4’s oncogenic potential in OV cells requires PTK7. **A** PTK7 was retrovirally infected into A2780 cells stably expressing FOXP4-shRNA. Lysates of A2780 cells with pLKO, sh-FOXP4, and sh-FOXP4 + PTK7 were immunoblotted with the indicated antibodies. **B** The cell growth curve of cells from (**A**), *n* = 3. **p < 0.01. **C** Incorporation of BrdU in cells from (**A**) was measured by ELISA, *n* = 3. **p < 0.01, ***p < 0.001. **D** Clonogenic assay of cells in (**A**), *n* = 3. *p < 0.05, **p < 0.01, ***p < 0.001. **E** Relative migration rates of cells in (**A**) in a transwell assay, *n* = 3. **p < 0.01, ***p < 0.001. **F** A2780 cells stably expressing pLKO or sh-FOXP4 and stably expressing sh-FOXP4 + PTK7 were inoculated subcutaneously in nude mice, respectively, and the folded line graphs indicate the average volume of tumors over time, *n* = 6. ***p < 0.001. **G** Image representing the tumor on day 28, *n* = 6. H Bar graphs represent the weight of the tumor on day 28, *n* = 6. ***p < 0.001.

Subsequently, we created OV cells with stable overexpression of FOXP4 and concurrent silencing of PTK7 (Fig. 7A). As expected, FOXP4 overexpression significantly enhanced cell viability, invasion, and migration. Silencing PTK7 considerably obstructed these malignant behaviors (Fig. 7B–F). This observation was further corroborated in a xenograft tumor experiment with mice, where tumor growth driven by FOXP4 overexpression was markedly reduced following PTK7 silencing (Fig. 7G–I). Finally, we assessed the prognostic relationship between β-catenin/FOXP4/PTK7 signature and OV patients and found that patients with high expression of β-catenin/FOXP4/PTK7 signature were associated with poorer Overall survival (OS), Progression-free survival (PFS) and Post-progression survival (PPS) (Supplementary Fig. 6A–C). Taken together, these results suggest that PTK7 plays a critical role in facilitating FOXP4’s tumor-promoting effects in OV cells, highlighting the importance of PTK7 suppression in this context (Fig. 8).

**Fig. 7:**
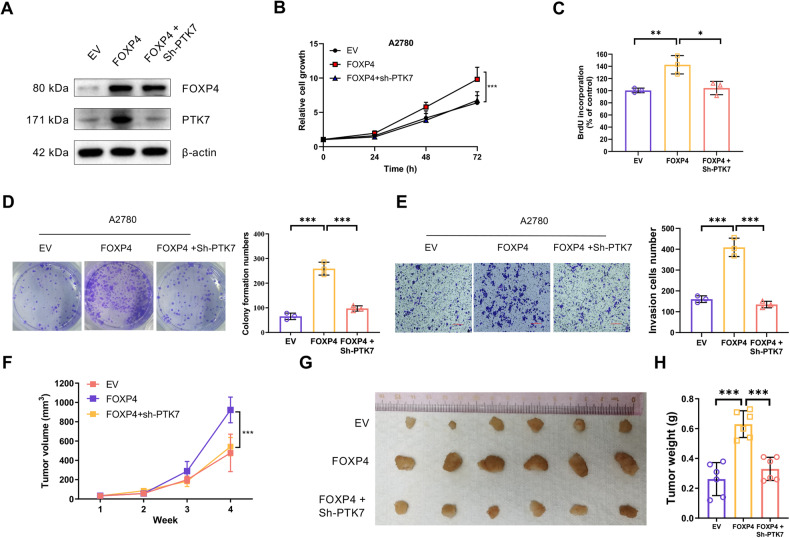
FOXP4’s oncogenic potential in OV cells requires PTK7. **A** The FOXP4 retrovirus was infected into A2780 cells stably expressing sh-PTK7, and A2780 cell lysates of pLKO, FOXP4, and FOXP4+sh-PTK7 were immunobloted with the indicated antibodies. **B** The cell growth curve of cells from (**A**), *n* = 3. ***p < 0.001. **C** Incorporation of BrdU in cells from (**A**) was measured by ELISA, *n* = 3. *p < 0.05, **p < 0.01. **D** Clonogenic assay of cells in (**A**), *n* = 3. ***p < 0.001. **E** Relative invasion rates of cells in (**A**) in a transwell assay, *n* = 3. ***p < 0.001. **F** A2780 cells stably expressing EV or FOXP4 or FOXP4 infected with sh-PTK7 in FOXP4 were inoculated subcutaneously in nude mice, respectively, and the folded line graphs indicate the average volume of tumors over time, *n* = 6. ***p < 0.001. **G** Image representing the tumor on day 28, *n* = 6. **H** Bar graphs represent the weight of the tumor on day 28, *n* = 6. ***p < 0.001.

**Fig. 8:**
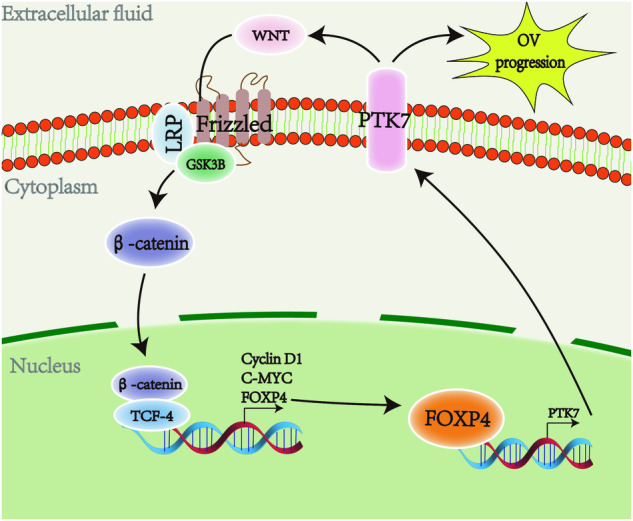
Working model. In this working model, we depict a signaling pathway involving Wnt/β-catenin/TCF4-FOXP4-PTK7. FOXP4 acts as a transcriptional target of Wnt/β-catenin/TCF4 signaling and enhances the transcription of PTK7, consequently promoting the development and progression of OV tumors.

## Discussion

Detecting ovarian cancer early poses significant challenges, often resulting in diagnoses at advanced stages where therapeutic interventions frequently fall short of achieving complete remission. The quest for effective treatments for ovarian cancer is intricately intertwined with unraveling its molecular mechanisms. In this investigation, we delved into the intricate pathogenesis of ovarian cancer, shedding light on the pivotal role of FOXP4 as a potent oncogenic driver. Our findings reveal aberrant upregulation of FOXP4 mRNA, correlating with poor prognostic outcomes in ovarian cancer tissues, through integration of data from the TCGA and GEO databases. Activation of the Wnt signaling pathway is concomitant with escalated FOXP4 protein expression, a phenomenon further substantiated by our verification of Wnt downstream transcription factor TCF4’s role in inducing this upregulation. FOXP4 emerges as a novel transcriptional target of Wnt/β-catenin/TCF4 signaling. Suppression of FOXP4 markedly attenuates tumor cell proliferation and inhibits tumor growth, with implications potentially linked to the EMT pathway. Furthermore, FOXP4 drives the mRNA expression of proteins pertinent to the Wnt/β-catenin signaling pathway, a pathway widely acknowledged for its pivotal regulatory role in tumor cell proliferation, migration, and invasion. Experimental evidence underscores FOXP4’s role as a transcriptional activator of PTK7, thereby facilitating ovarian cancer progression. Significantly, silencing PTK7 mitigates these malignant traits. In essence, FOXP4 emerges as a pivotal transcriptional target within the Wnt/β-catenin/TCF4 signaling axis, regulating the downstream transcription factor PTK7 and thereby fostering tumor proliferation, migration, and invasiveness.

The Wnt signaling pathway plays a pivotal role in a myriad of developmental and pathological phenomena, including physical maturation [23], cancer [24], and degenerative conditions [25]. Beyond these established functions, its involvement in novel physiological pathways, such as blood pressure regulation, underscores its potential to redefine hypertension management strategies [26]. Recent studies underscore the critical role of aberrant activity or mutations within the genes constituting the Wnt signaling network as key influencers in oncogenesis [27], encompassing colorectal [28] and a broad spectrum of other cancer types. Evidence firmly positions Wnt signaling as a fundamental arbiter of tissue homeostasis and a carcinogenic force across various malignancies [29]. Disruptions within the canonical Wnt/β-catenin axis are linked to a diverse array of cancers, where inhibiting this pathway has yielded promising anti-tumor outcomes [30]. Furthermore, research highlighting the interaction between PTK7/Otk and Wnt components, leading to the inhibition of standard Wnt signaling pathways [19], enriches our understanding. In the contemporary arena of targeted therapy, the Wnt signaling axis has risen as a pivotal target for anti-cancer drug development efforts. Yet, a comprehensive grasp of its molecular intricacies remains out of reach. Deciphering these intricate mechanisms promises to significantly propel forward our comprehension and the command over the Wnt pathway as a cancer therapeutic target.

PTK7, a multifaceted transmembrane receptor, plays a pivotal role in a vast array of developmental dynamics and the preservation of tissue equilibrium. Recent research underscores its critical biological functions across diverse cancer types. Notably, PTK7 has been identified as a prognostic marker for colon cancer, suggesting its utility in forecasting the disease onset [31]. Additionally, PTK7 serves as a cellular receptor intricately involved with the Wnt signaling pathway, influencing its activity. However, the interplay between PTK7 and Wnt signaling diverges across different cancer and disease contexts. In the case of epithelial ovarian cancer, a lack of PTK7 expression correlates with advanced disease stages and the presence of metastases [32]. Regulatory mechanisms involving the transcription factor FOXP4 have been shown to modulate PTK7, contributing to the malignant progression of ovarian cancer, though the specifics of downstream signaling regulation remain uncertain.

Thus, several critical inquiries arise: Is there a direct linkage between PTK7 and the onset of ovarian cancer? Do the downstream effects of PTK7 implicate Wnt signaling proteins or other regulatory elements? These questions underscore gaps in our understanding, necessitating further experimental validation. With ongoing research, PTK7 holds promise as a potential therapeutic target not only for ovarian cancer but potentially for a broader range of tumor types.

In conclusion, this investigation pioneers the recognition of FOXP4’s substantial upregulation in ovarian cancer and its direct correlation with adverse outcomes, underscoring the imperative for comprehensive insight into the molecular intricacies of ovarian cancer. We have pinpointed FOXP4 as an innovative target gene within the Wnt/β-catenin/TCF4 signaling cascade. From a mechanistic standpoint, the activation of the Wnt/β-catenin pathway augments FOXP4 transcription, thereby facilitating the proliferation and migration of ovarian cancer cells. Furthermore, the escalated expression of FOXP4 significantly enhances PTK7 levels. This, in conjunction with PTK7’s activation of the β-catenin pathway, establishes a β-catenin/FOXP4/PTK7 positive feedback loop, culminating in the accelerated advancement of ovarian cancer. These groundbreaking discoveries furnish new vistas into the molecular underpinnings of ovarian cancer and highlight the possibility that interventions targeting this pathway may herald novel therapeutic avenues for patients with ovarian cancer.

### Supplementary information

Supplementary Figure

supplementary legends

Full and uncropped western blot

## Data Availability

The experimental data sets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. No applicable resources were generated during the current study.

# Supplementary material for: FOXP4-mediated induction of PTK7 activates the Wnt/β-catenin pathway and promotes ovarian cancer development
**Source:** Cell Death Dis. 2024 May 13;15(5):332. doi: 10.1038/s41419-024-06713-7

Supplementary Figure 1

A

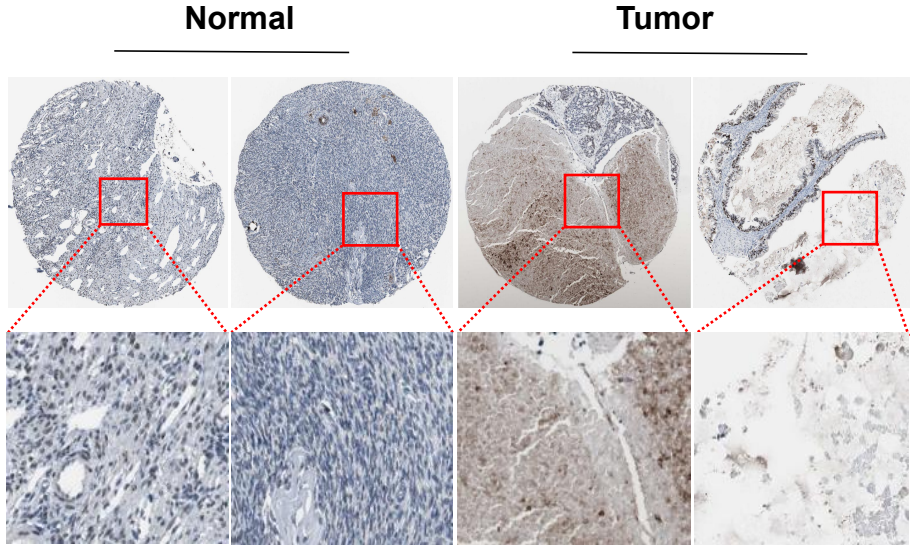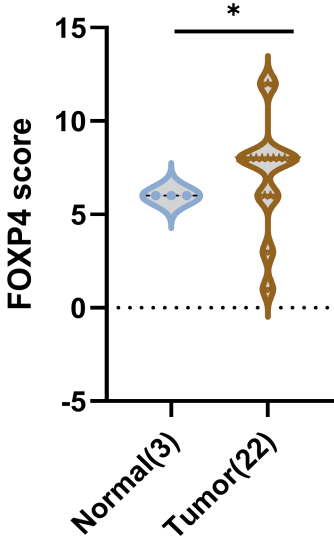

B

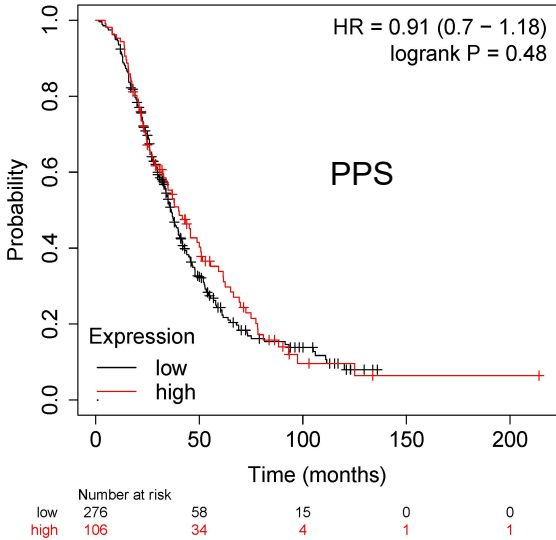

Supplementary Figure 2

A

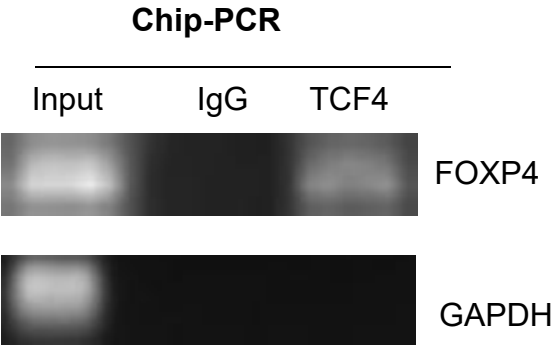

B

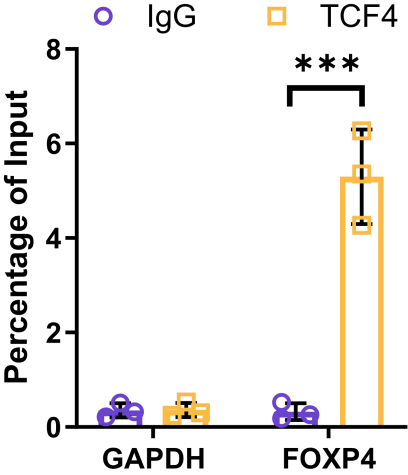

Supplementary Figure 3

A

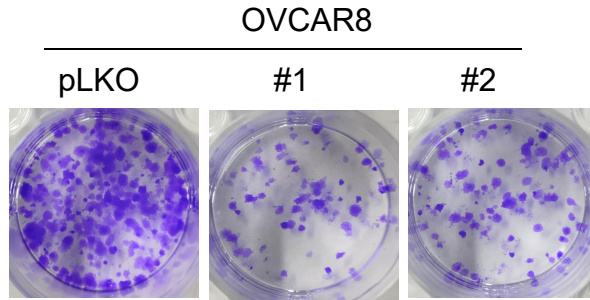

B

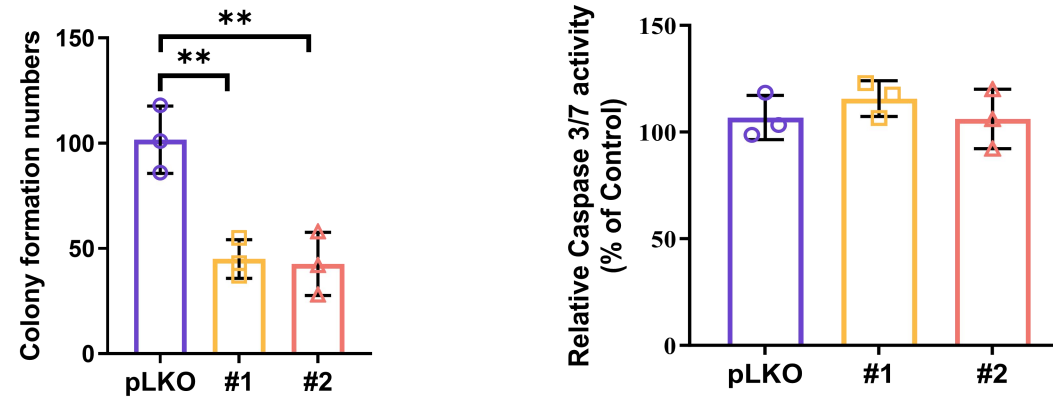

C

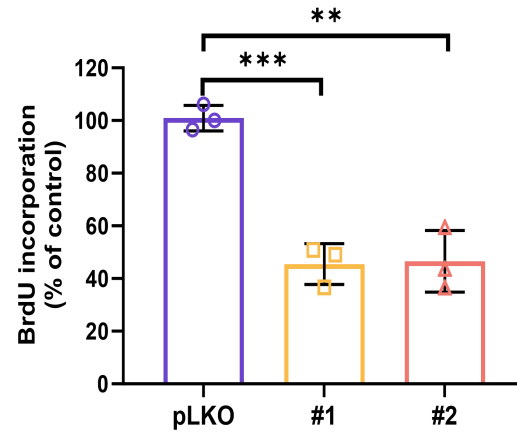

D

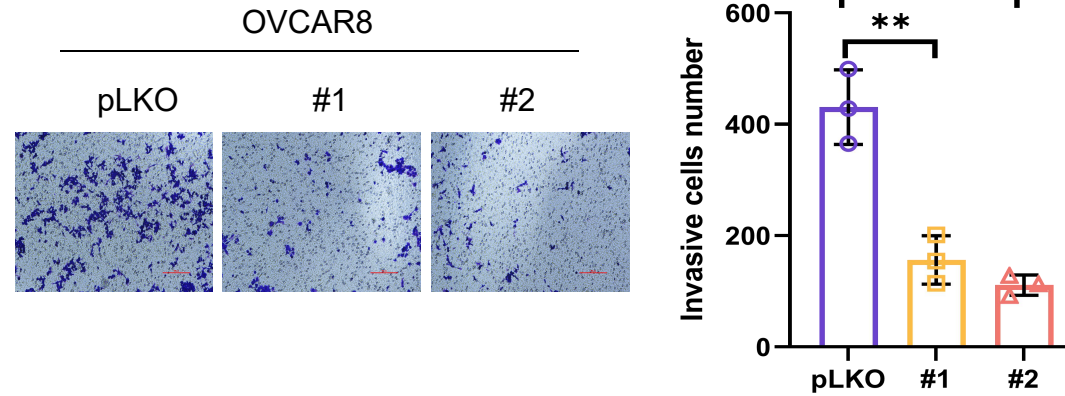

Supplementary Figure 4

A

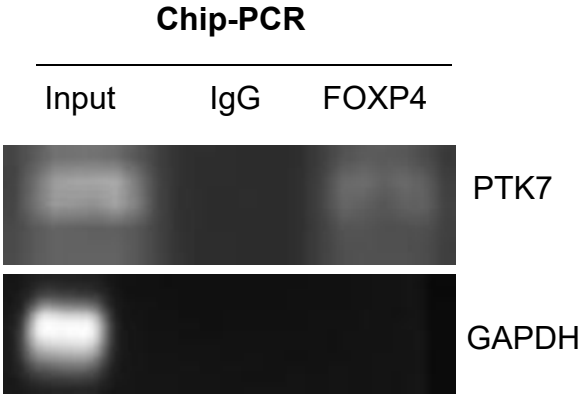

B

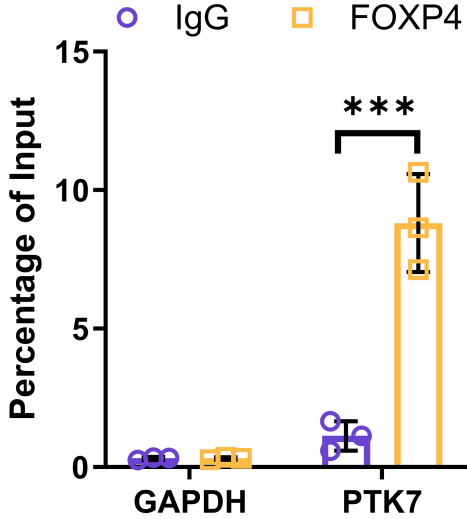

Supplementary Figure 5

A

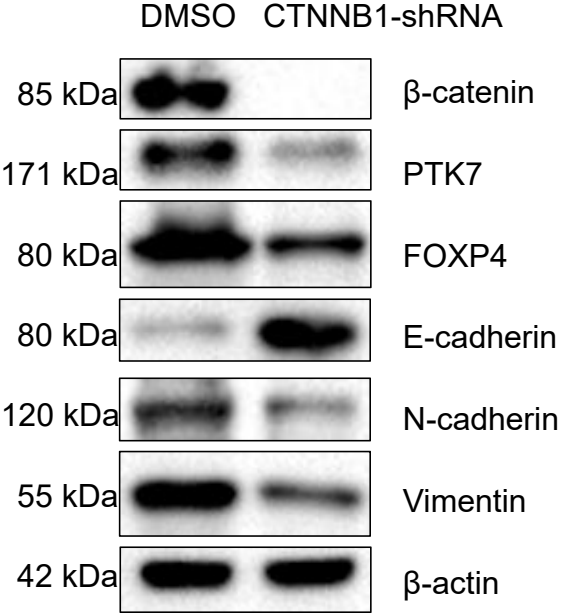

B

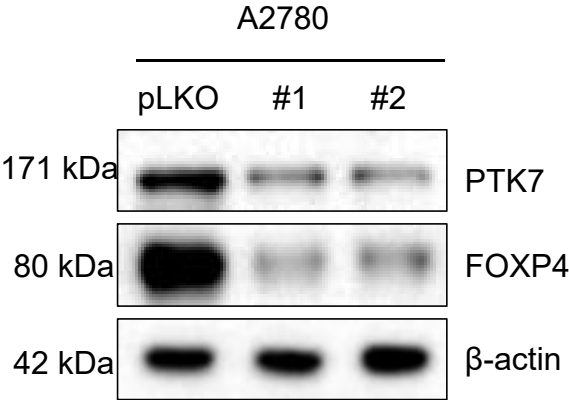

Supplementary Figure 6

A

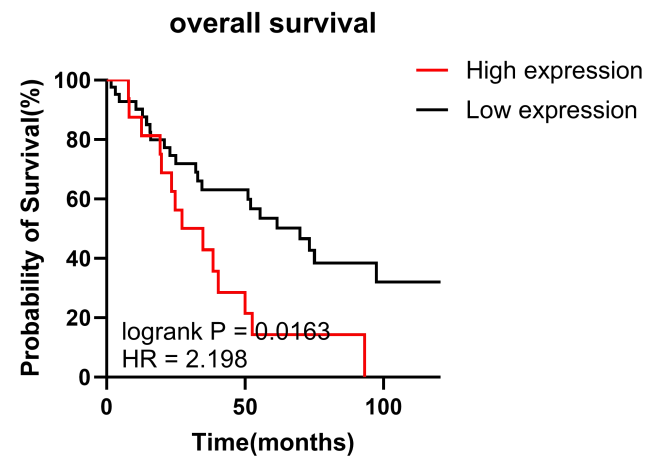

B

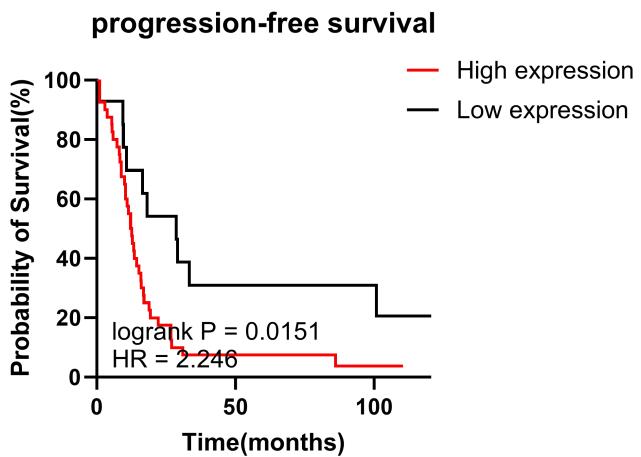

C

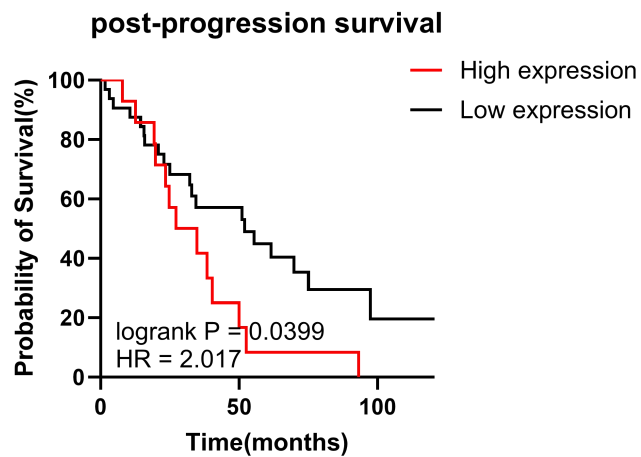

**Supplement:** Supplementary file 1 — Supplementary Figure

# Supplementary material for: FOXP4-mediated induction of PTK7 activates the Wnt/β-catenin pathway and promotes ovarian cancer development
**Source:** Cell Death Dis. 2024 May 13;15(5):332. doi: 10.1038/s41419-024-06713-7
**Supplement:** Supplementary file 2 — supplementary legends

**Supplementary Figure 1**

1. The representative IHC staining of FOXP4 protein in OV tissue (Ovarian serous cystadenocarcinoma) and normal tissue (ovary) from the Human Protein Atlas Project (<http://www.proteinatlas.org/>). **p* < 0.05.
2. The prognostic values of FOXP4 in OV patients. The survival curves comparing OV patients with high (red) and low (black) FOXP4 expression levels were plotted using the online Kaplan–Meier Plotter (<https://kmplot.com/>). PPS, post progression survival.

**Supplementary Figure 2**

A-B. OVCAR8 cells stably expressing TCF4 were subjected to Chip-PCR detection, the human GAPDH promoter was served as a negative control, n = 3. ****p* < 0.001 vs IgG.

**Supplementary Figure 3**

A. Clonogenic assay of OVCAR8 cells stably expressing pLKO or shRNAs against FOXP4, n = 3. ***p* < 0.01.

B. Caspase3 and Caspase7 activity was measured in OVCAR8 cells stably expressing pLKO or shRNAs against FOXP4. The y axis indicates the caspase3 and caspase7 activity over cell number. The value given for the caspase activity in control-infected cells was set as 100, n = 3.

C. Incorporation of BrdU in cells in (Figure 3B) was measured by ELISA, n = 3. ***p* < 0.01, ****p* < 0.001.

D. Relative invasion rates of cells in (Figure 3B) in a transwell assay, n = 3. ***p* < 0.01.

**Supplementary Figure 4**

A-B. OVCAR8 cells stably expressing FOXP4 were subjected to Chip-PCR detection, the human GAPDH promoter was served as a negative control, n = 3. ****p* < 0.001 vs IgG.

**Supplementary Figure 5**

A. The corresponding protein expression levels in A2780 cells transfected with Con-shRNA or shRNA-CTNNB1 were detected.

B. Immunoblot analysis of PTK7 protein levels in OV xenograft with pLKO or FOXP4-shRNAs.

**Supplementary Figure 6**

A-C. The GSE30161 dataset is based on the Overall survival (OS), Progression-free survival (PFS) and Post-progression survival (PPS) curves of ovarian cancer patients with β-catenin/FOXP4/PTK7 signature expression.

# Supplementary material for: FOXP4-mediated induction of PTK7 activates the Wnt/β-catenin pathway and promotes ovarian cancer development
**Source:** Cell Death Dis. 2024 May 13;15(5):332. doi: 10.1038/s41419-024-06713-7

Figure2

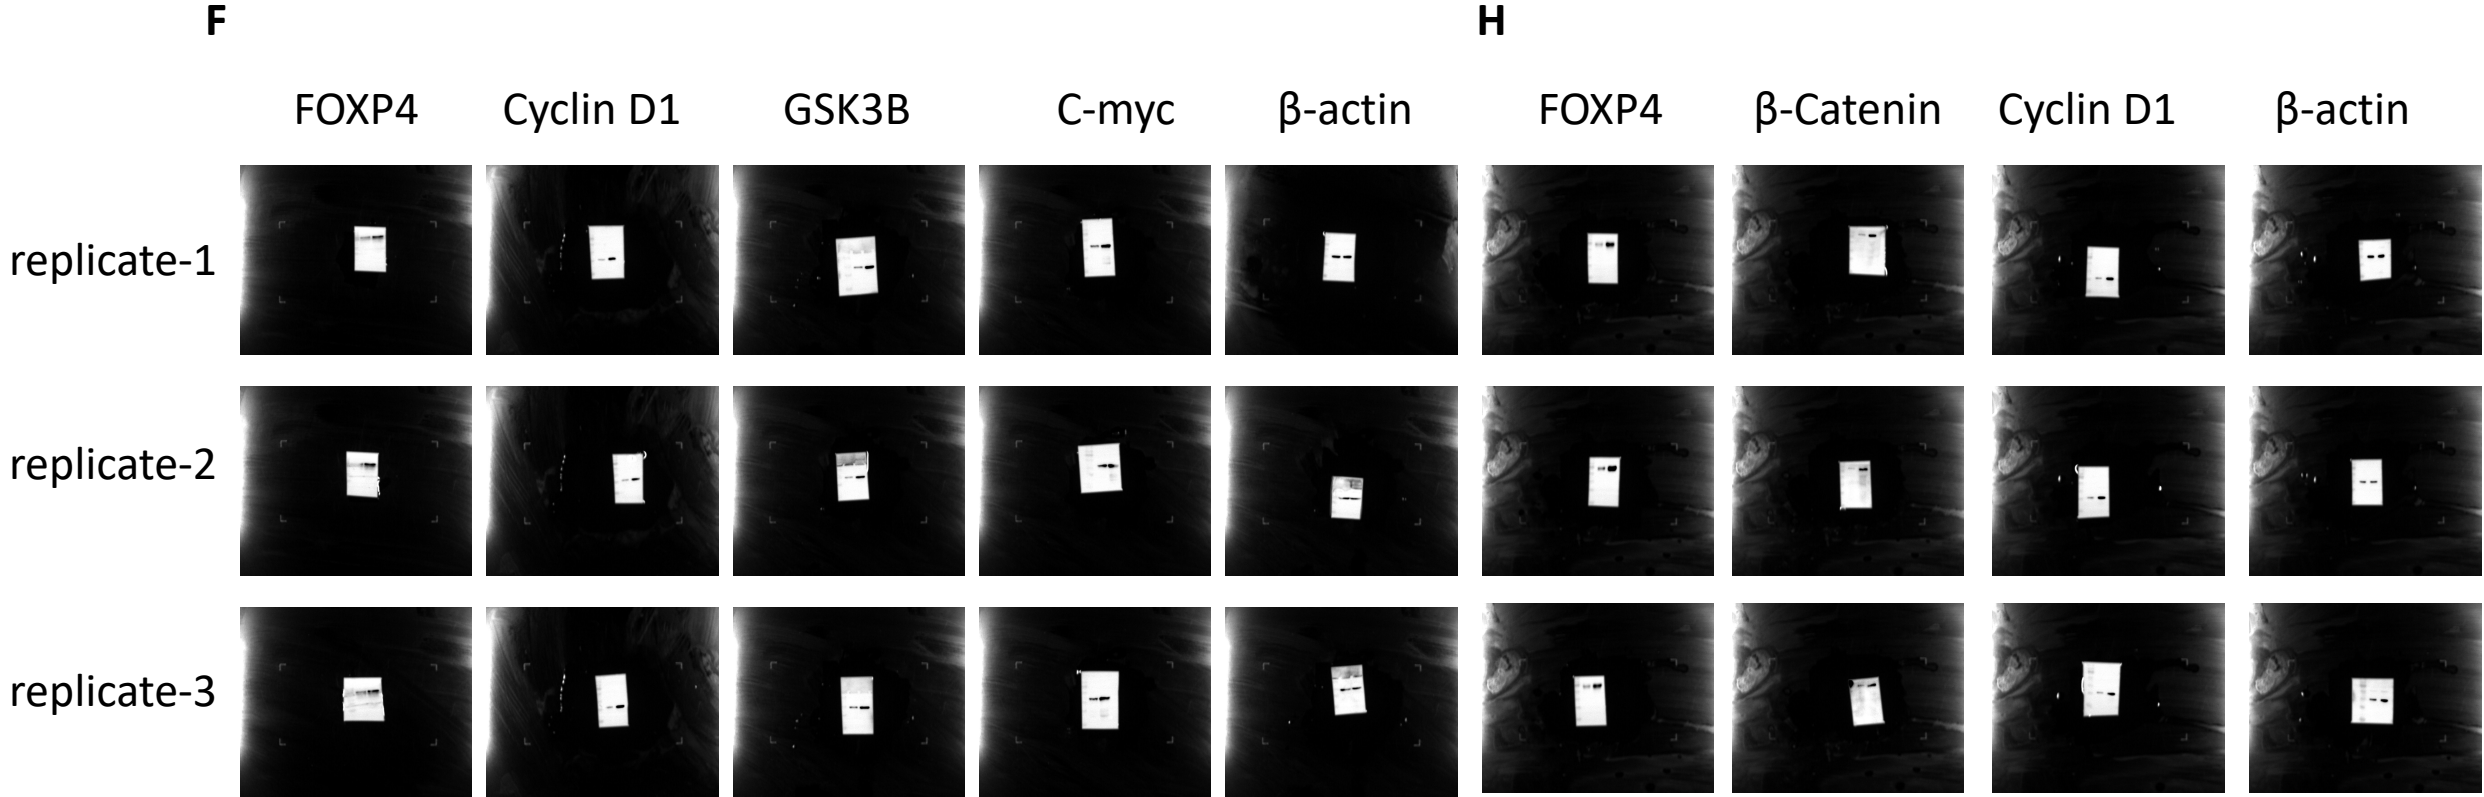

Figure2

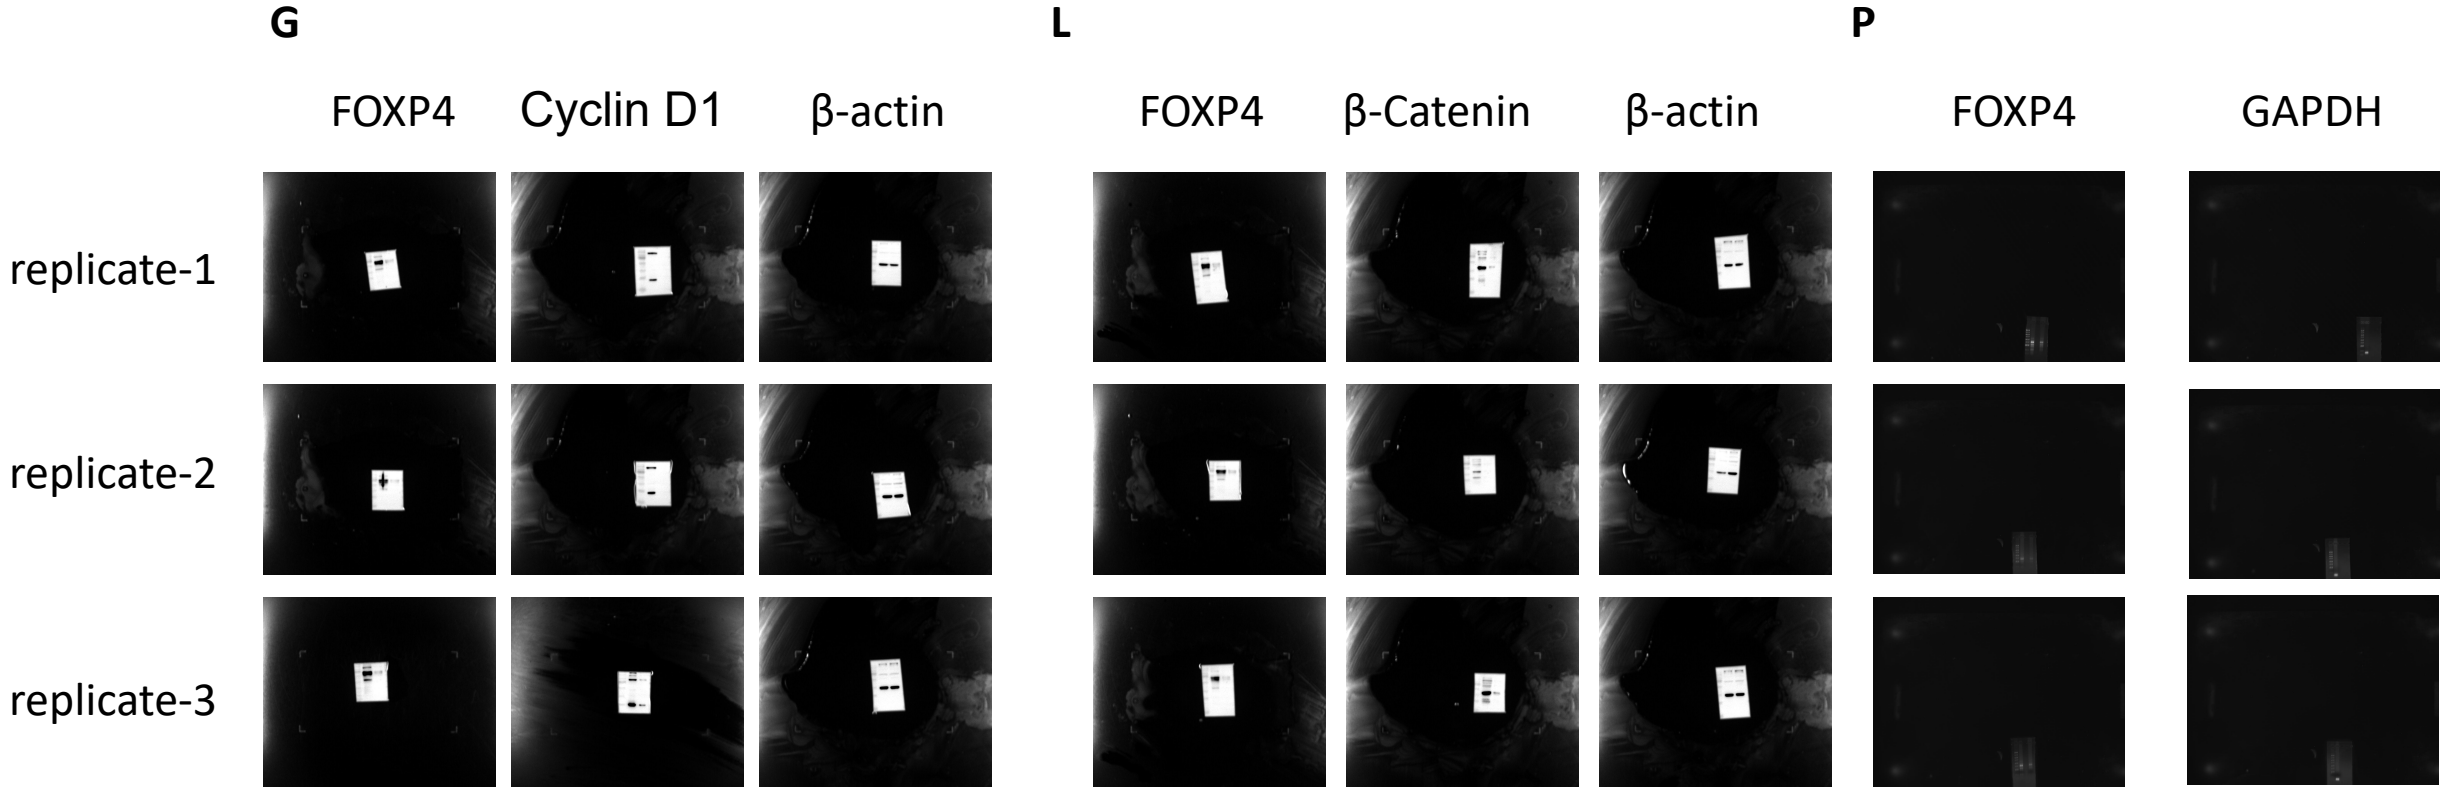

Figure3

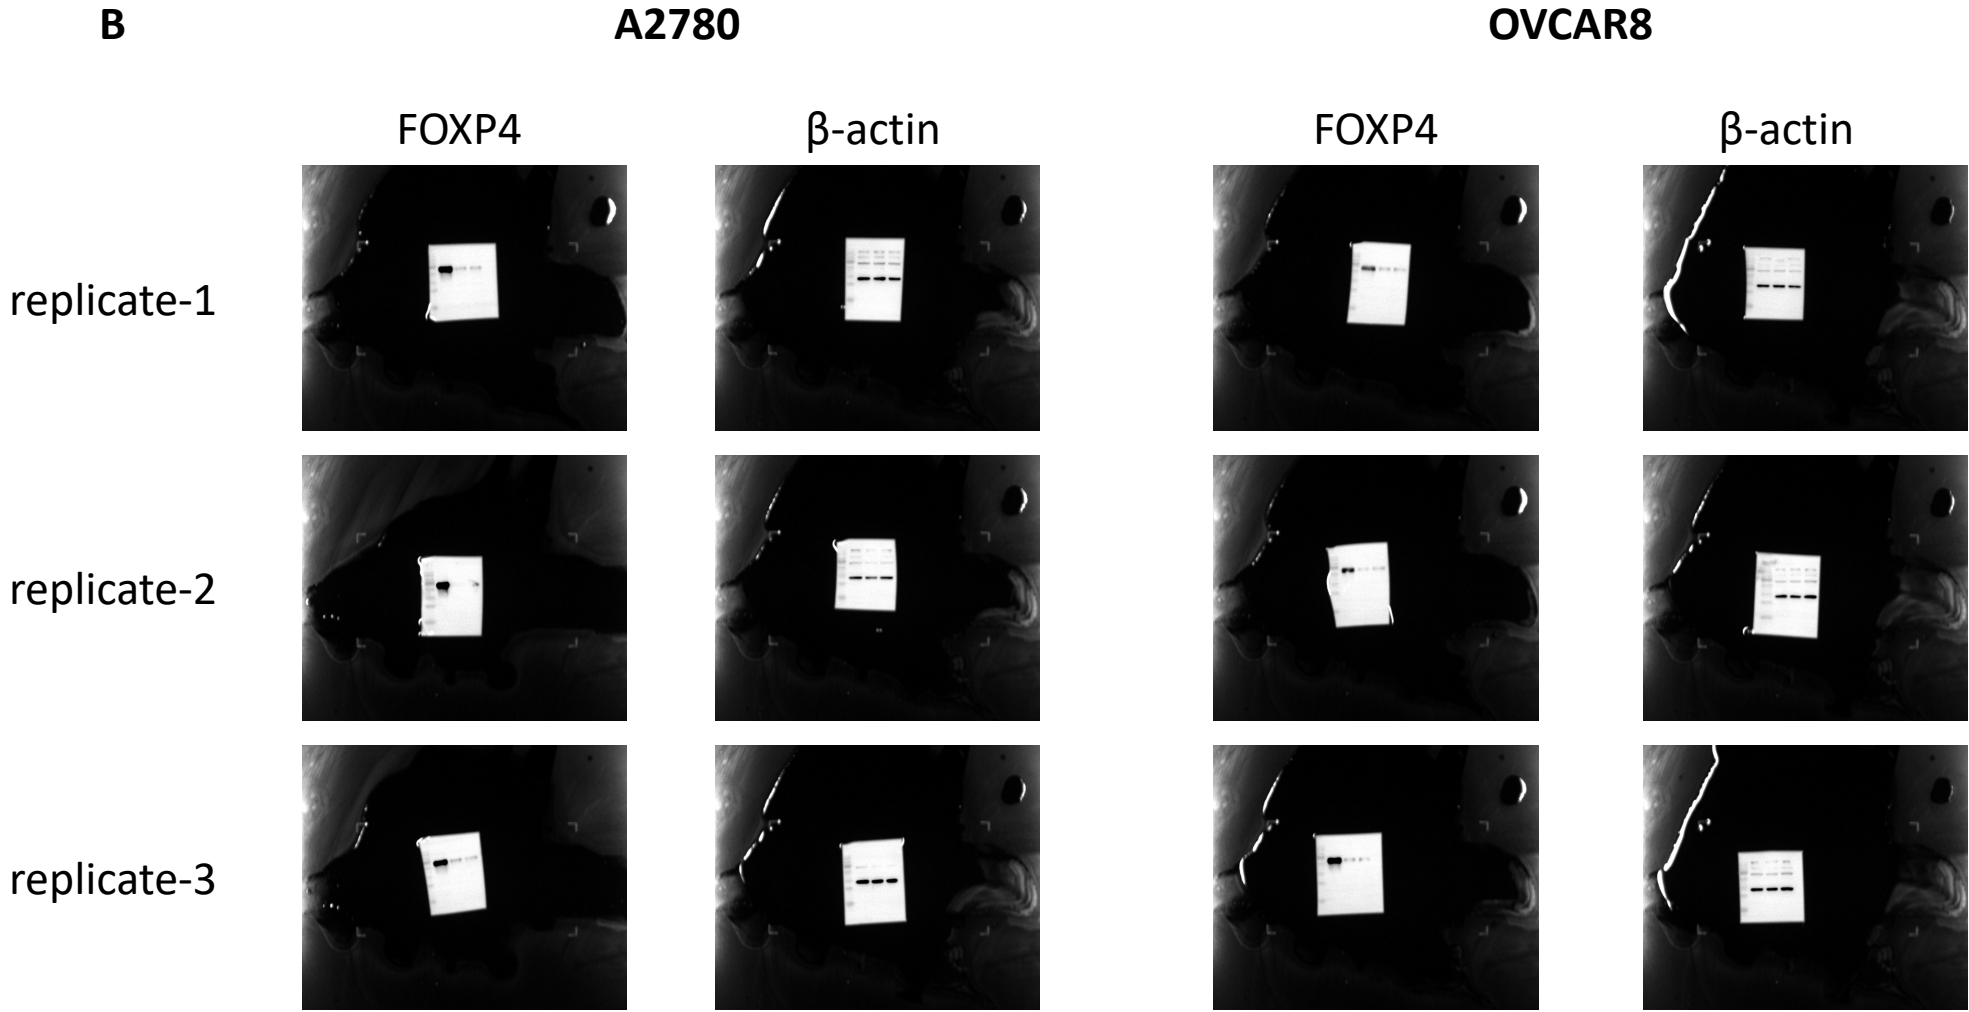

Figure 4

J

FOXP4

Cyclin D1

C-myc

GSK3B

β -actin

replicate-1

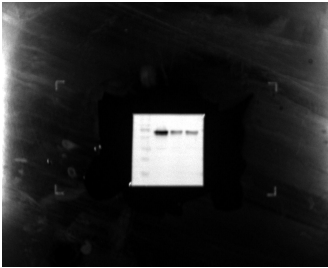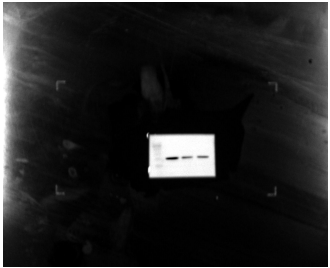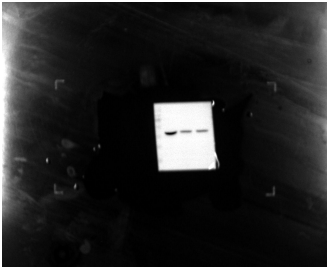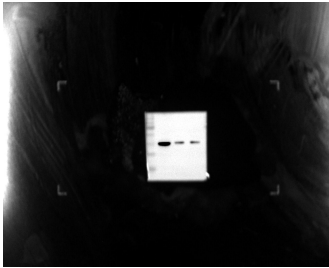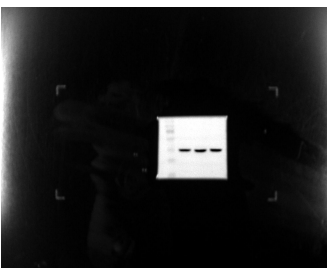

replicate-2

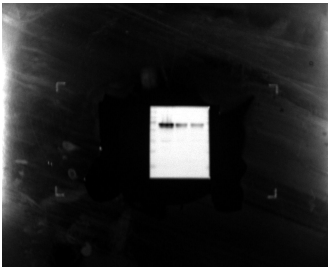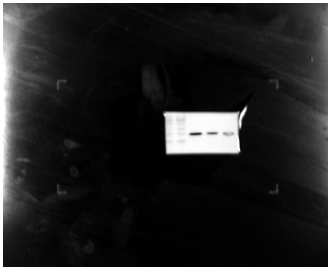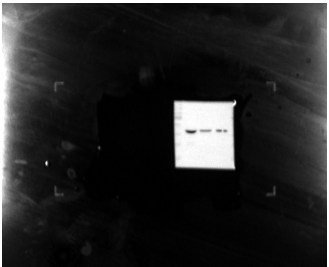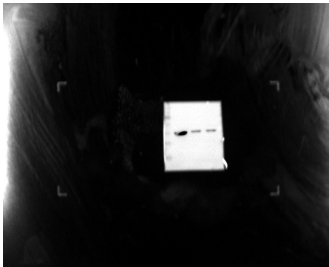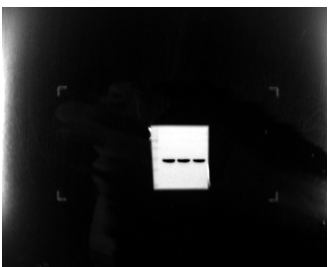

replicate-3

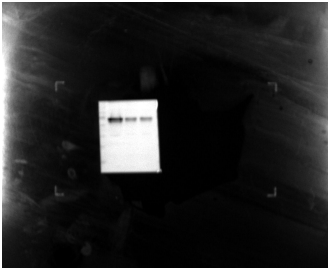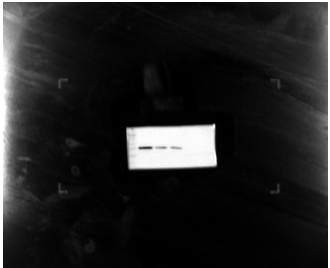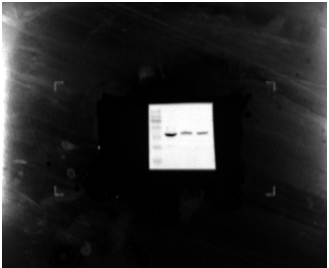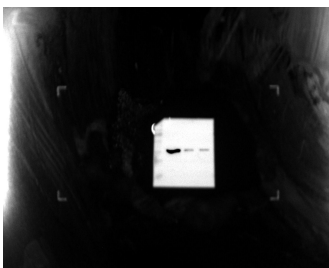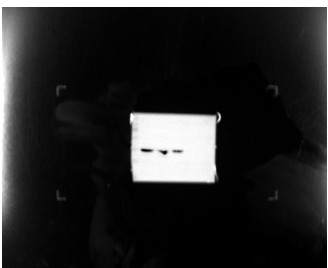

Figure 4

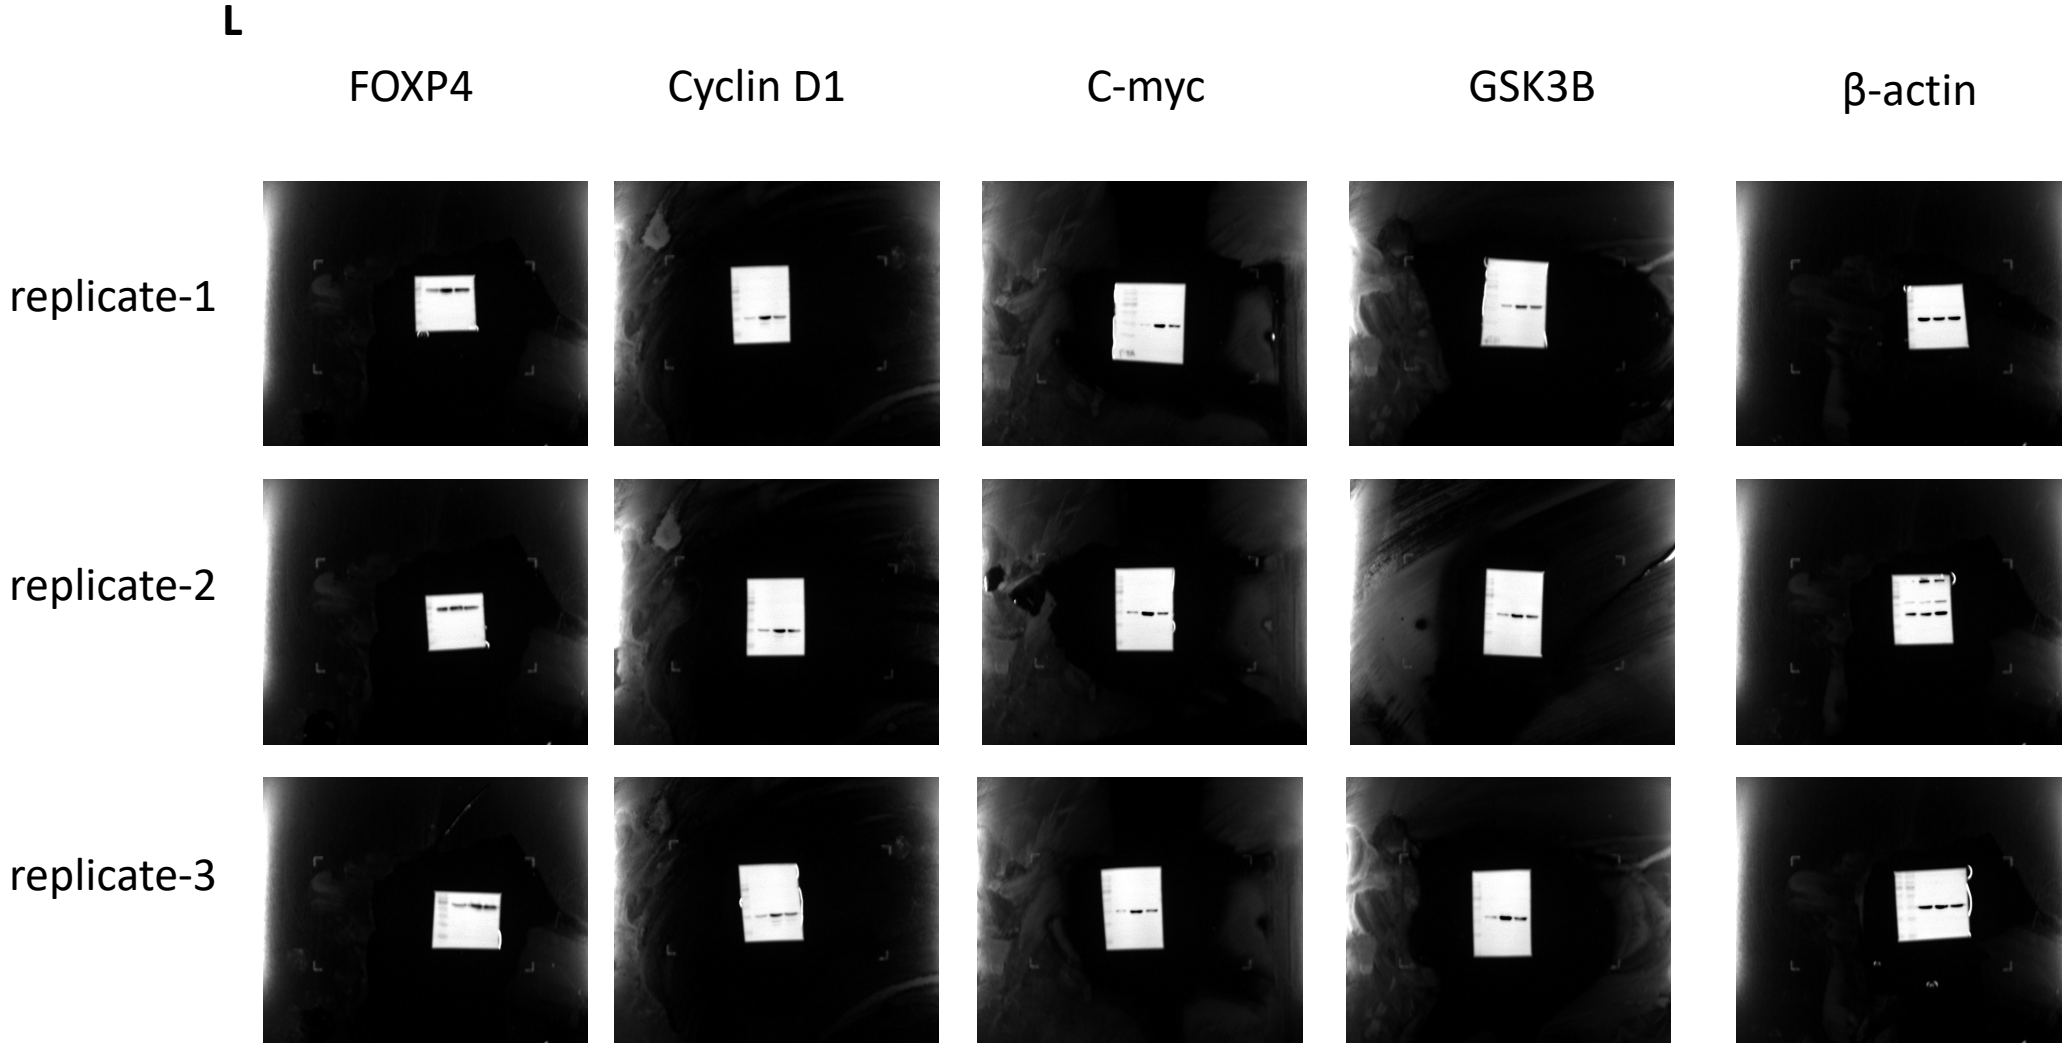

Figure5

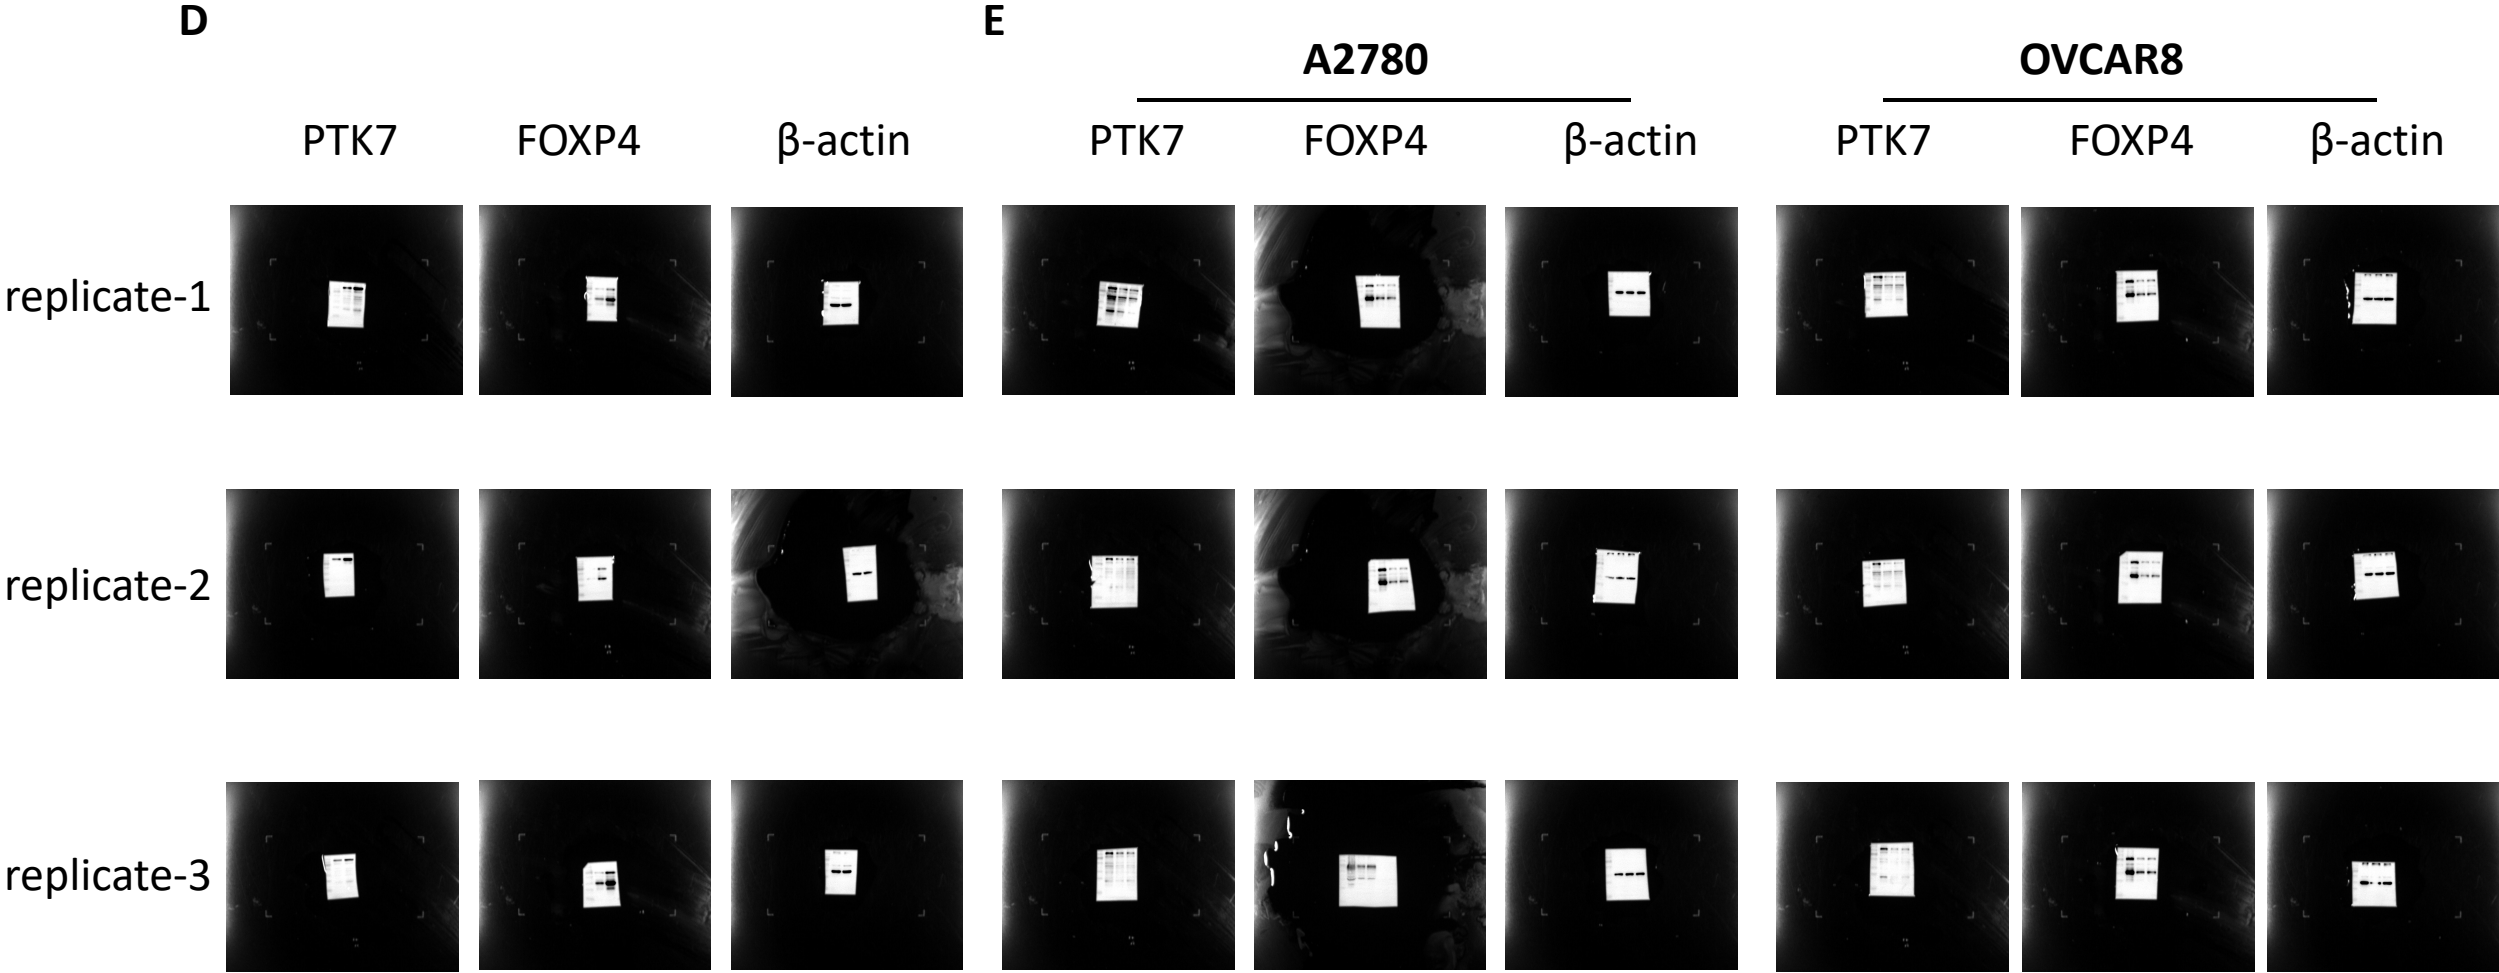

Figure5

J

TCF4

GAPDH

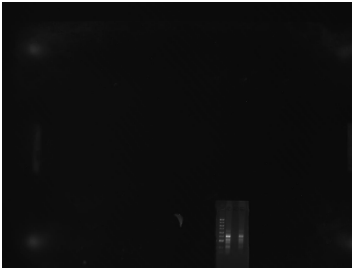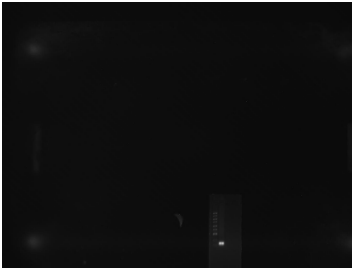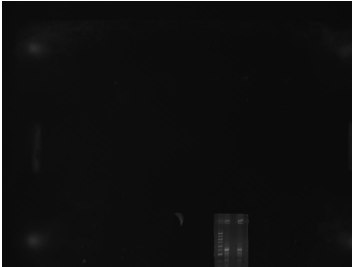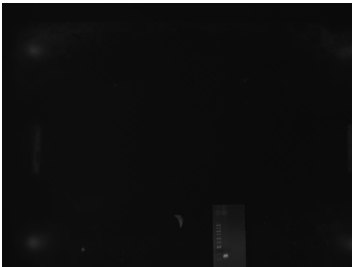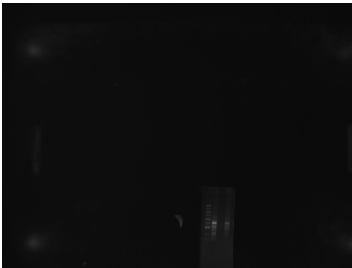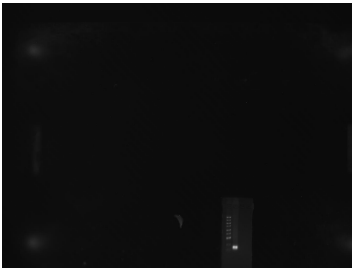

A

PTK7

FOXP4

β -actin

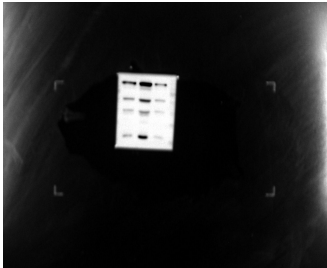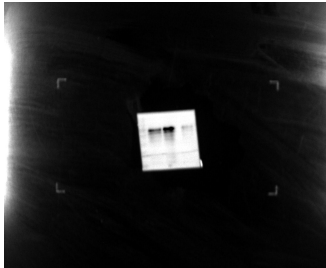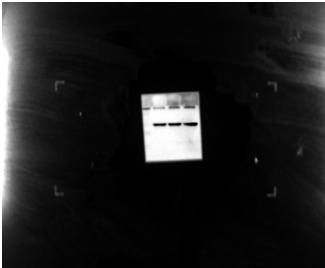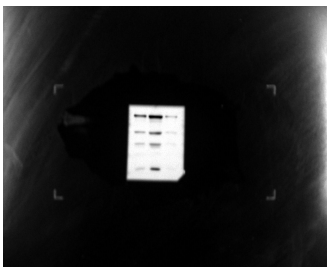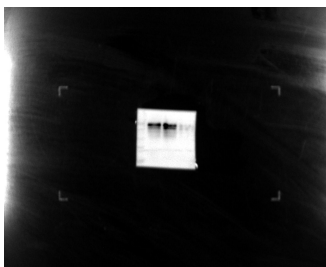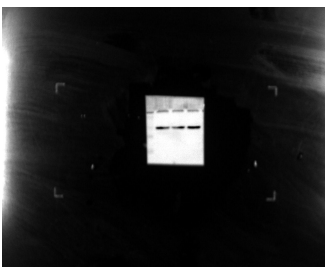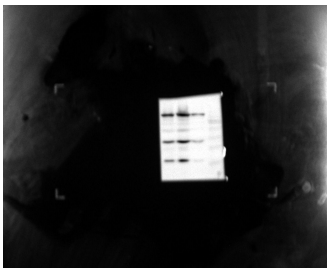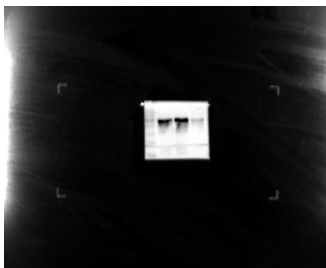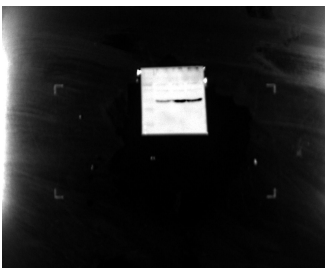

replicate-1

replicate-2

replicate-3

Figure6

A

FOXP4

PTK7

β -actin

replicate-1

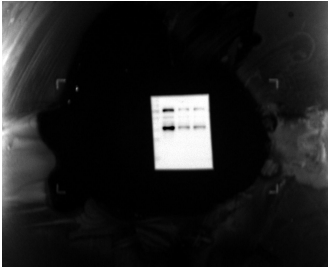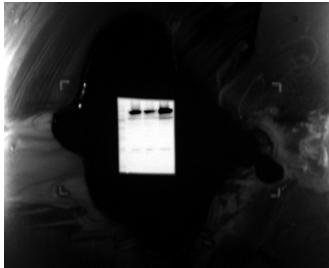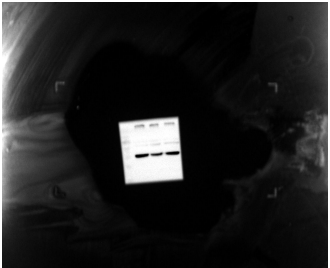

replicate-2

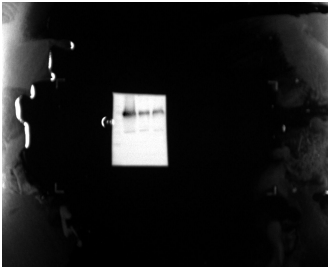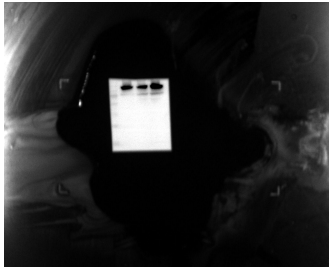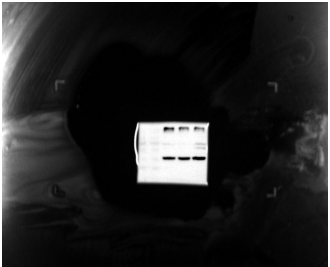

replicate-3

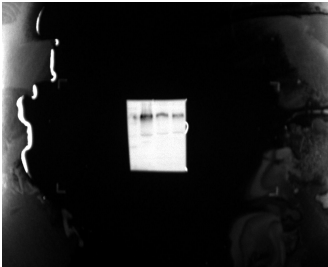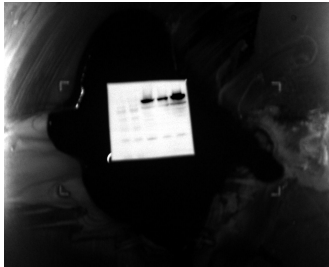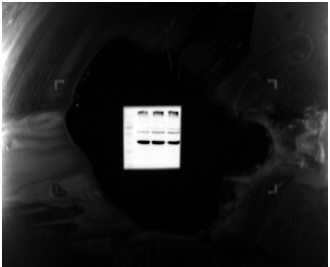

Figure7

A

FOXP4

PTK7

β -actin

replicate-1

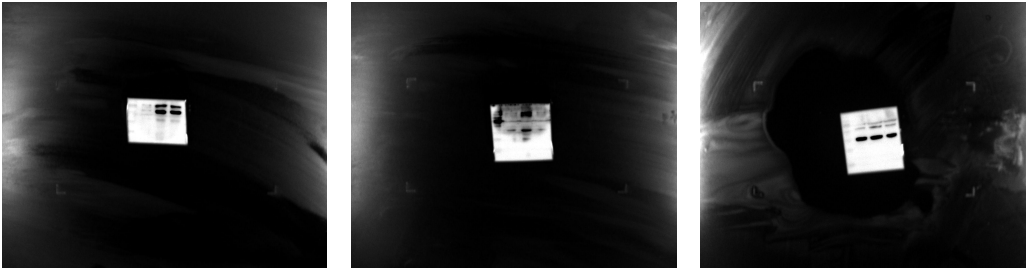

replicate-2

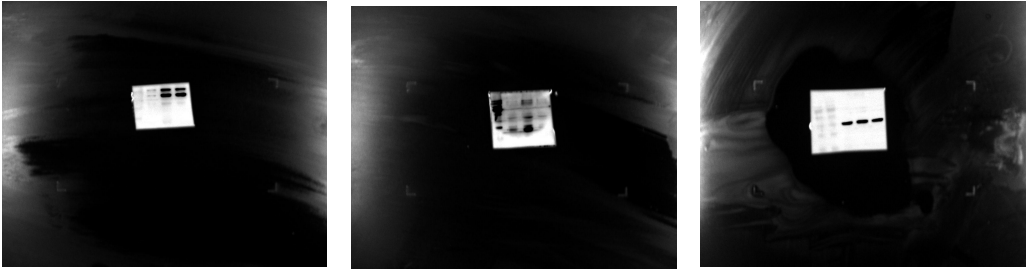

replicate-3

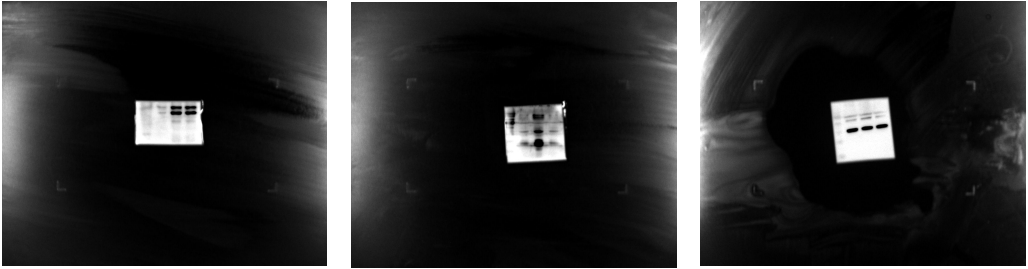

Supplementary Figure 2

A

FOXP4

GAPDH

replicate-1

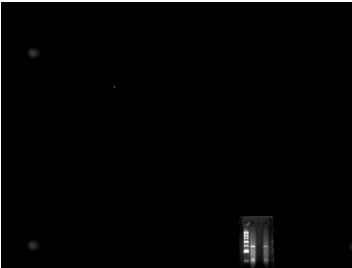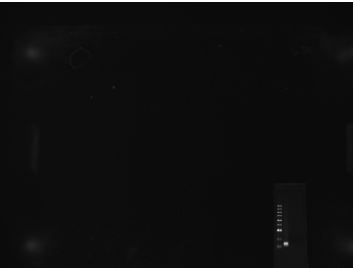

replicate-2

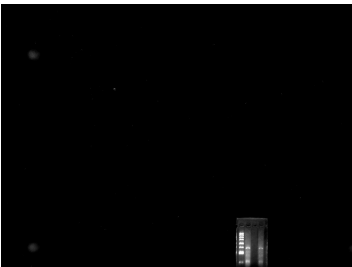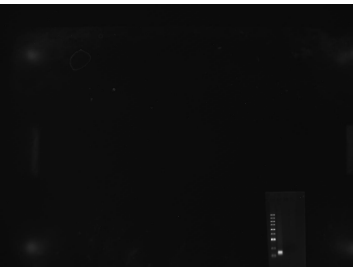

replicate-3

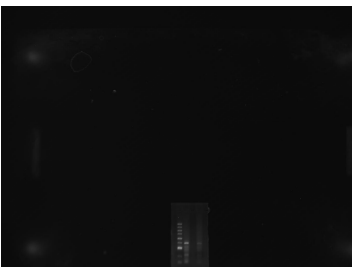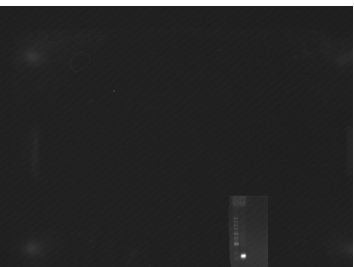

Supplementary Figure 4

A

PTK1

GAPDH

replicate-1

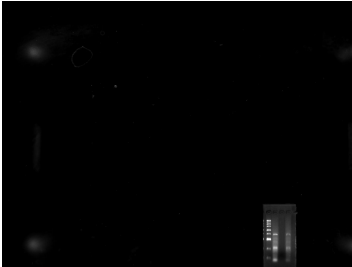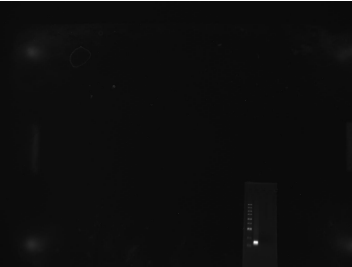

replicate-2

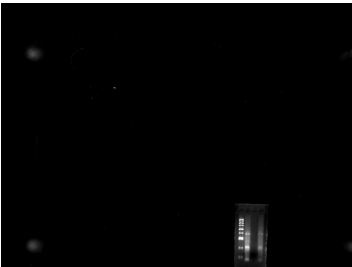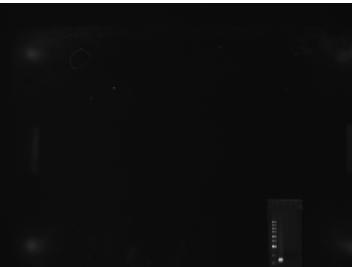

replicate-3

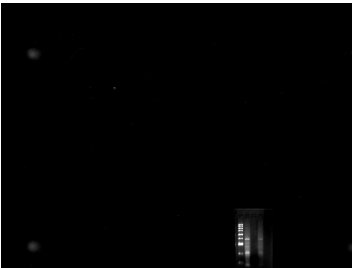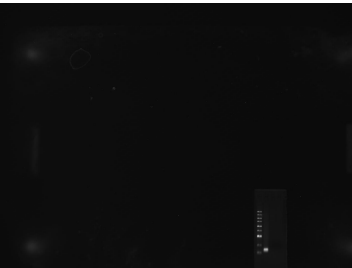

Supplementary Figure 5

A

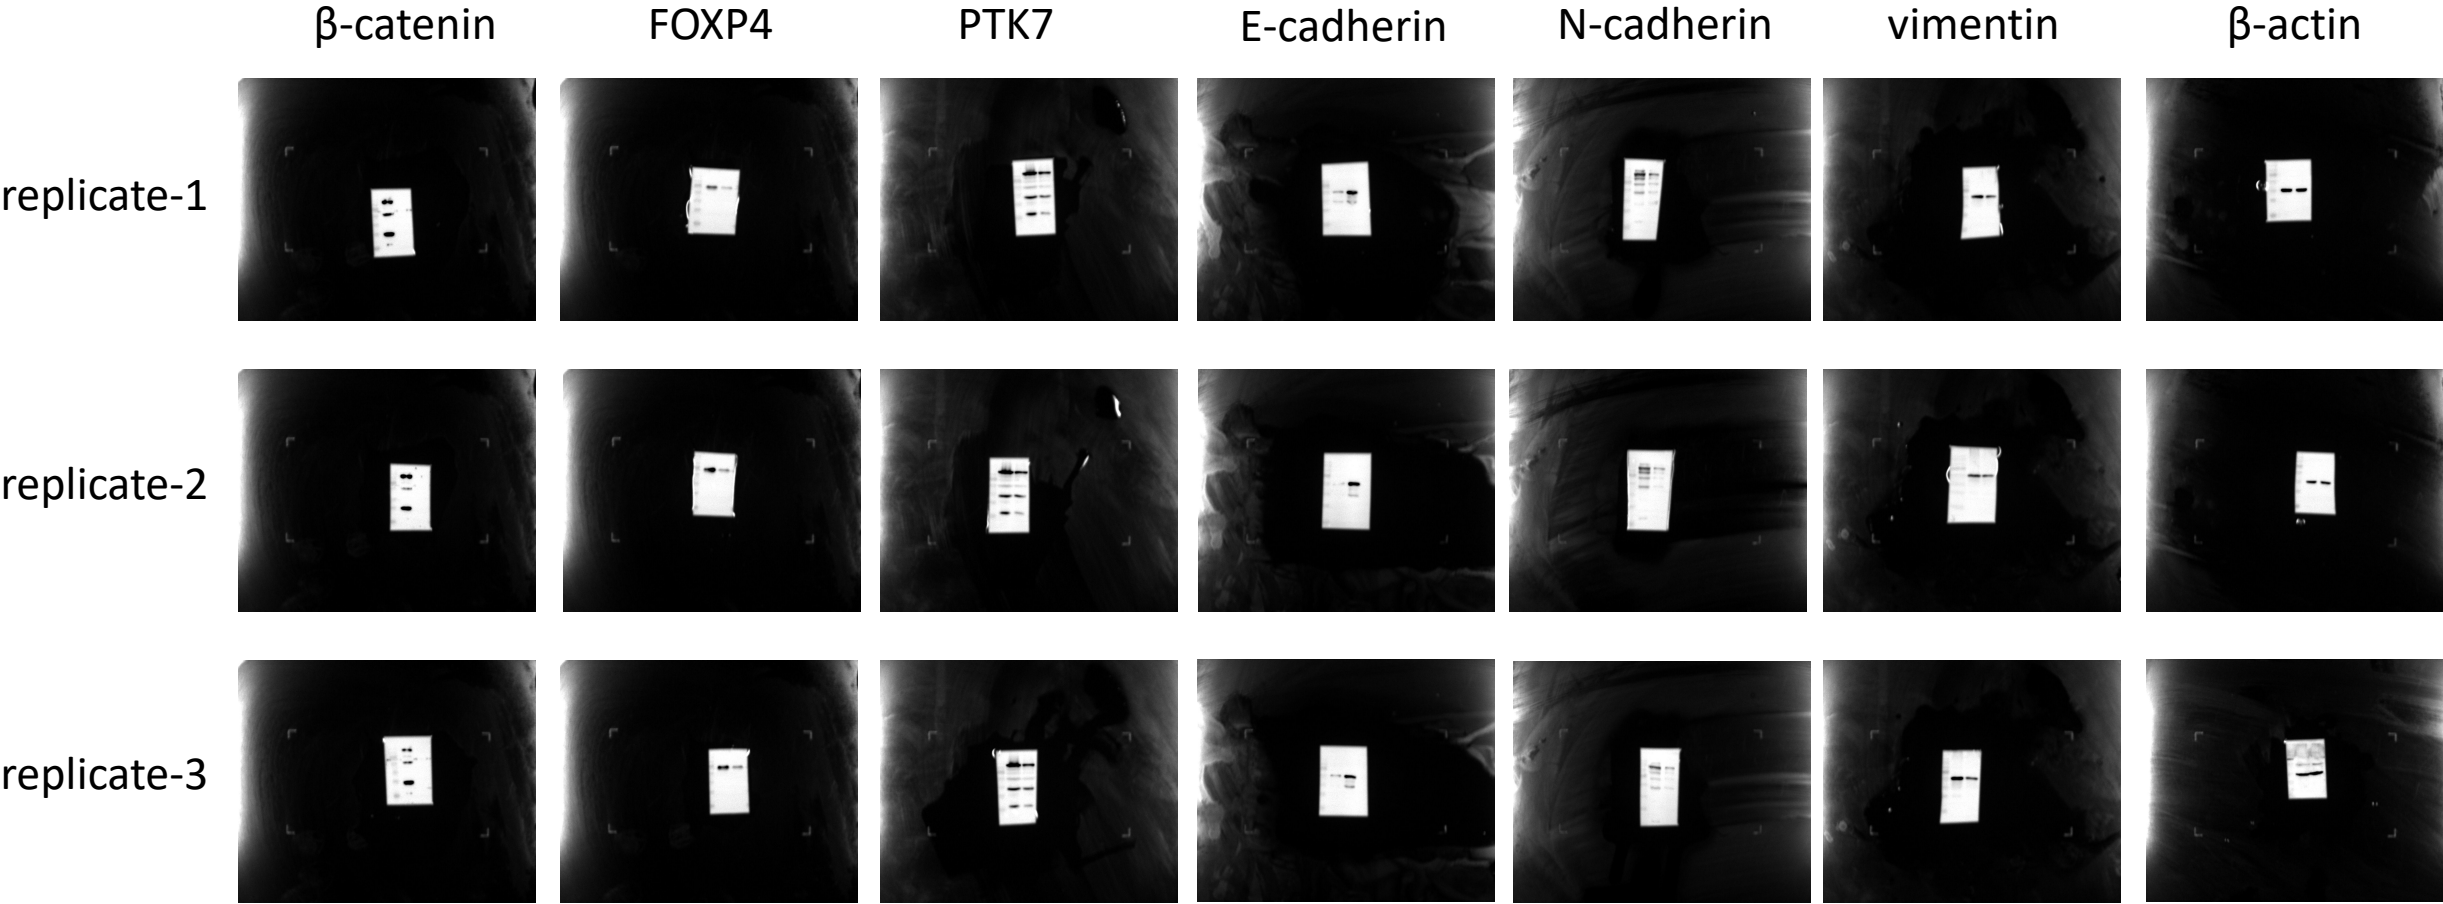

Supplementary Figure 5

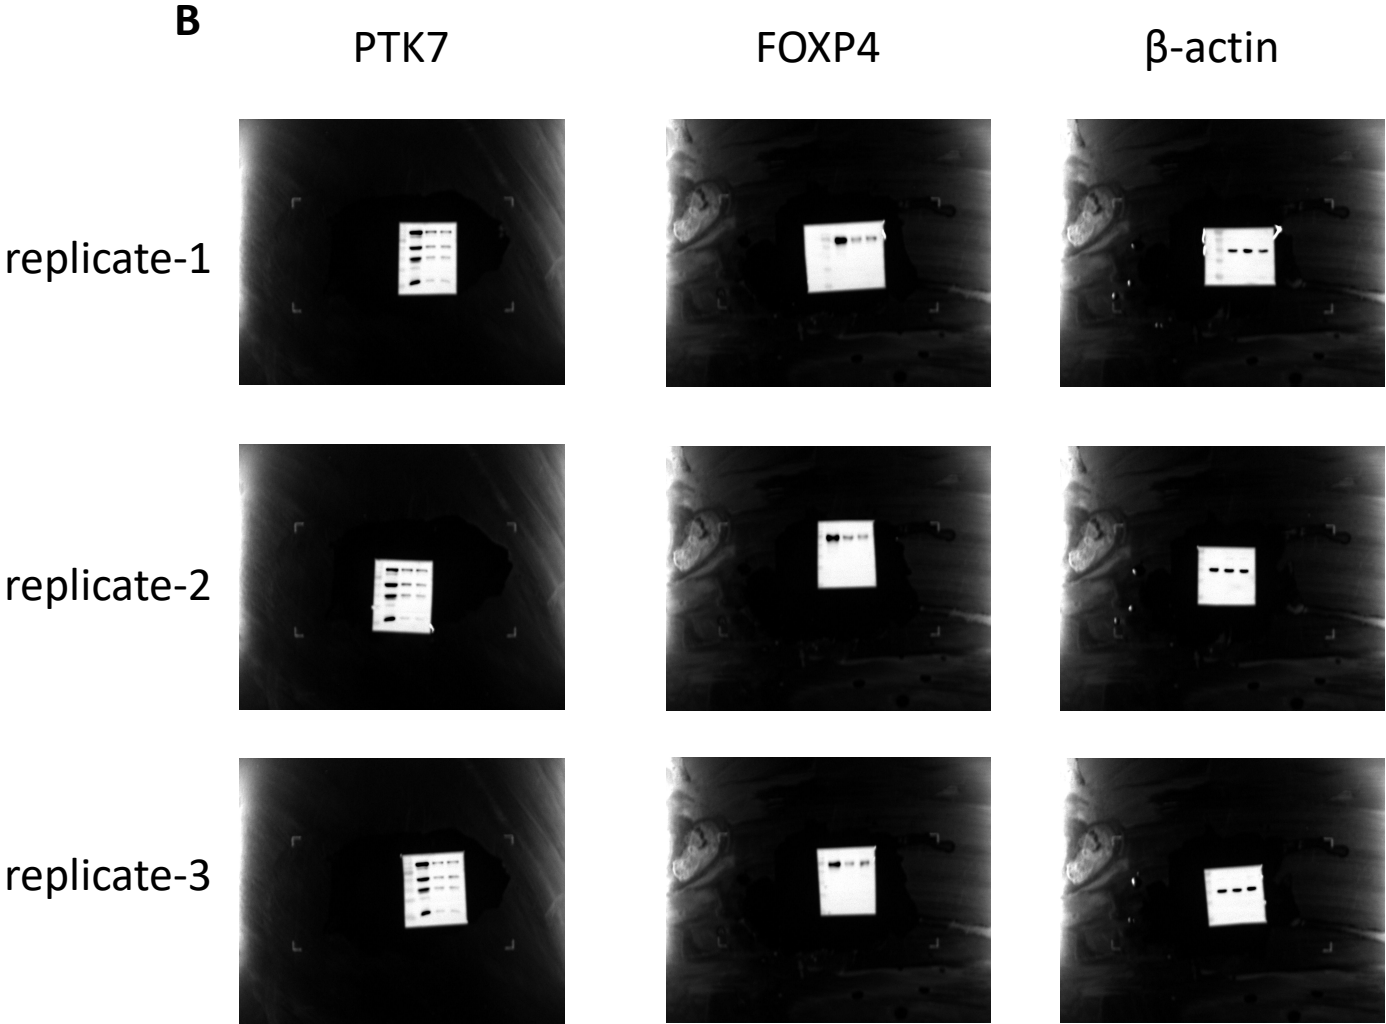

**Supplement:** Supplementary file 3 — Full and uncropped western blot

How the deposited data were processed for this re-analysis (not part of the article)

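RNA sequencing of 293T cells, a human embryonic kidney line, compared 2 control libraries with 2 FOXP4 KO libraries, grouped by the labels and the paper. The paper's text names the extraction reagent, the sequencing company, R packages for plots, clusterProfiler for KEGG and the GSEA software, and the aligner and the counting tool are not given in the sources used here. The submitters' processing notes list the genome builds GRCm38 and mm10, which are mouse builds, while the gene identifiers are human. The authors deposited raw counts per gene for the 4 libraries, in a table without a count of 0, and, in a second table, TPM values per gene, which the authors had scaled to totals of 999930.2 to 999944.4 per library. The TPM columns of the KO group are numbered, but it is not clear whether the numbers are those of the replicates, so they were used as a group.

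Total counts per library were 36393224 to 43057305. Mitochondrially encoded genes took 5.19% and 4.79% of the counts in the control libraries and 5.27% and 6.84% in the KO libraries, and the 10 most abundant genes took 5.98% to 8.62%. Of 15218 count genes, 15191 were placed on GRCh38 with the GENCODE v29 annotation, and 27 symbols of the gene lists were matched through newer symbols. In the TPM table, 12 gene names read as dates and were left as they are.

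The counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test), and p-values were adjusted by the method of Benjamini and Hochberg over 14620 genes. The prior degrees of freedom were 4.30. Lists of genes were tested with camera and fry in limma 3.58.1, and the Hallmark set and, as a test chosen after the data had been seen, all 32 lists with fgsea 1.28.0 on the signal-to-noise ratio, with the standard deviation of each group kept at or above 0.2 times its mean, as in the GSEA software. Pathway lists were tested with Fisher's exact test. Camera with the preset correlation takes genes as nearly independent, and it called 7 lists. Of these, 0 were called with an estimated correlation, 7 with fgsea, which called 10 lists in all, and 3 with fry. Fry tests whether the genes of a list move on balance in 1 direction and does not compare it with other genes. The estimated correlations of the epithelial, mesenchymal and interferon lists were −0.035, −0.041 and 0.015, near or under the preset 0.01. A higher correlation therefore does not by itself explain why these lists were no longer called. For the Notch, unfolded protein, ribosome biogenesis and replication lists they were 0.097, 0.034, 0.44 and 0.21. With an estimated correlation camera uses the residual degrees of freedom, which are few with 4 libraries, and with the preset one it does not. An adjusted p under 0.05 over 32 lists was therefore hard to reach, and a list not called in that way is left undecided. Libraries were compared by principal components and distances of log2 CPM with a prior count of 2. The shRNA targets were matched to the annotated transcripts.

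On simulated counts made from these libraries, with 200 changed genes among 14518 tested, edgeR's quasi-likelihood test recovered 10 of 67 genes changed 1.5-fold, 37 of 67 changed 2-fold and 60 of 66 changed 4-fold, with 18 false calls. A simulated list of changed genes was found by camera, fgsea and Fisher's exact test and an unchanged list was not, and a simulated stretch of 58 raised genes was found whole, with 0 stretches elsewhere. In this simulation changes of 1.5-fold were therefore mostly missed. The data differ from it, with 2013 genes called higher and 1765 lower. With more changed genes the adjustment is less strict, so the simulated recovery does not carry over to the data.

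The rule for named genes takes every measured gene that the paper names, the FOXP family, the 12 largest increases and decreases (adjusted p under 0.05, mean log2 CPM of at least 3, both KO libraries beyond both control libraries), the 5 genes with the lowest p in each direction and the up to 4 members with the lowest p in each list. It takes 149 genes, and the text names 72 of them, chosen after their values were seen, with 16 more tested genes outside the rule. ATF4, AXIN2, CD44, DKK1, DTX3L, FZD8, IFIT1, IFIT2, IFIT3, IRF9, ISG15, NOTCH1, NOTCH2, PARP9, PRKCB and ZYX are these 16, members of lists that were chosen after their values were seen. PAX8, KRT7, MUC16, HBB, MX1, OAS1 and the genes listed at 0 TPM in both libraries of a group are named from the TPM table, also outside the rule and after their values were seen. The list of cancer-testis genes was written after the gene names in Fig. 4B had been seen. Some single genes are not reported here by name, although the lists count them.

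The alternatives were DESeq2 1.42.0, limma-voom, edgeR's exact test, other scalings and filters on low counts, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), other rankings, the replicate number as a block and each library left out in turn. Alternatives were also added after the data had been seen: the ranking without the limit on the standard deviation, the ranking as control minus KO, fgsea on all lists, and the lists of camera, of focal adhesion and of cholesterol synthesis with each library left out. The search along the chromosomes was also chosen after the data had been seen. With 2 libraries per group, no exact permutation test can reach 0.05. Analyses of the ovarian cancer cell lines, tumors and public cohorts of the paper were not made here.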

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

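The scan of the chromosomes and the choice of the patterns weighed here followed a first look at the data, and the tests of a general interferon response, of ovarian carcinoma cells and of a difference between lines were chosen after the results were seen. Each result is a difference between KO and control 293T cells in groups of genes that the paper does not report on in these cells, although it studies CDH1, CDH2 and VIM, members of the epithelial and mesenchymal lists, in ovarian cancer cells.

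The median log2 fold change was 0.45 on chromosome 4 and 0.42 on chromosome 22, against at most 0.18 on any other chromosome, and a stretch of chromosome 16 had a median of −0.73. A loess fit on GC content and gene length left the lower of both chromosome medians at 0.38, and the control libraries differed by at most 0.068 on them, which argues against these as the whole cause. A difference in copy number between the lines may account for the pattern, since with the genes split into low, middle and high expression the lowest median on both chromosomes was 0.26, among highly expressed genes of chromosome 22, where the highest other chromosome had 0.074. Among lowly expressed genes nearly every chromosome lies above 0, so these say little. Whether such a difference arose with the loss of FOXP4 or with the derivation of the line was not tested.

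Interferon-stimulated genes had a median log2 fold change of 0.89. The genes within 1 Mb of the 15 raised members had a median of 0.047, which argues against a gain of copies around them. A general type I interferon response was not decided, since IFIT1, IFIT2, IFIT3 and ISG15 had a median of 0.25 but ranged from −0.23 to 1.43 (SD 0.71, n = 4 genes), with IFIT2 as the highest (adjusted p = 0.049 from edgeR's quasi-likelihood test, 0.038 to 0.19 over its alternatives, with 0.12 without control replicate 1, 0.19 without FOXP4 KO replicate 1 and 0.15 without FOXP4 KO replicate 2). MX1, which was not in the count test, had 0 and 0.055 TPM in the control and 0.38 and 0.56 TPM in the KO libraries. OAS1, also outside the count test, had 0 and 0.040 TPM in the control and 0 and 0.039 TPM in the KO libraries. The genes and bound of this test were changed after its first result. Such a response, a difference of the line that is not due to FOXP4 and an effect of the loss of FOXP4 all stay open.

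Epithelial markers had a median log2 fold change of 2.13 and mesenchymal markers of −0.56. The genes within 1 Mb of the 20 changed members had a median log2 fold change of −0.17 in the direction of their member, which argues against gains or losses of copies around these members as a group. Ovarian carcinoma cells in the KO cultures were not excluded: the highest TPM of PAX8, KRT7 and MUC16 in the KO libraries was 0.0042 and SPARC lost 99.0% of its mean TPM, but WFDC2, CLDN6 and EPCAM rose and, of 11 markers of ovarian carcinoma lines, 5 were higher and 2 lower (3 and 0 without FOXP4 KO replicate 1 or FOXP4 KO replicate 2, and 1 lower without either control replicate). A difference between cell lines that is not due to FOXP4 cannot be told apart from an effect of FOXP4. The titles of both KO libraries carry the same KO number, which is read here as 1 KO line. An effect of the loss of FOXP4 stays open beside these.

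Other lists the paper does not discuss had median log2 fold changes of 0.56 (Notch pathway), 0.42 (unfolded protein and ATF4 response), −0.25 (ribosome biogenesis and MYC targets) and −0.26 (G1/S and DNA replication). In the TPM table, 7 genes were at 1 TPM or more in both control libraries and listed at 0 in both KO libraries: TOX3, NLRP2, MAGEA1, SLCO1A2, FZD10, ZNF880 and GTSF1. Another 9 genes, C6orf132, PTPRCAP, NPY, SPRR5, RIPPLY2, B3GALNT1, RBP7, CD164L2 and KLHDC9, were at 1 TPM or more in both KO libraries and listed at 0 in both control libraries. MAGEA1 was at 19.7 and 24.9 TPM in the control libraries, and SPRR5 at 57.0 and 49.8 TPM in the KO libraries.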

How the results depend on the processing

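The rankings without the limit on the standard deviation and as control minus KO and the leave-one-out tests of the lists of camera, of focal adhesion and of cholesterol synthesis and fgsea on all lists were chosen after the data had been seen. FOXP4 was lower with an adjusted p under 0.05 in all 15 alternatives, with log2 fold changes of −1.97 to −1.61. Leaving out 1 library assumes that the lone library of its group varies like the others, and it moved the counts of genes at an adjusted p under 0.05 to between 646 and 2009 higher and between 501 and 1612 lower. The cause was not tested in this or the following cases. The paper's thresholds were read as log2 and unadjusted p, which it does not state; with adjusted p 758 genes were higher and 273 lower, and with unadjusted p limma-trend on log2(TPM + 1) gave 388 higher and 153 lower genes, and 411 and 171 over all genes with any TPM above 0. The normalized enrichment score of the Hallmark Wnt set was −0.80 to 0.86 with 1 library left out and the ranking by log2 fold change, and −0.83 as control minus KO, which turns the sign by construction, and it did not pass its threshold in any ranking (1.52 without the limit on the standard deviation, p = 0.053 from the permutations). The odds ratio of the KEGG Wnt list was 1.15 among genes lower at an adjusted p under 0.05, 1.46 among the genes higher at the fold threshold and 0.32 to 1.33 with 1 library left out, and with 1 library left out that of focal adhesion was 2.17 to 3.08 and that of cholesterol synthesis 0 to 1.74. Of the lists, 0 were called with an estimated correlation, 3 with fry, 10 with fgsea and 6 to 9 with 1 library left out. The ratio of distances between and within groups was 2.43 over the 500 genes with the highest variance. Of the genes the paper studies in ovarian cancer cells, 3 to 5 were called with 1 library left out. Among 88 single genes, 0 of the 75 called reversed in any setting, and 4 that were not called changed sign: CTNNB1 ranged from −0.19 to 0.10, ISG15 from −0.017 to 0.26, TCF7L2 from −0.028 to 0.65 and IFIT3 from −0.61 to 0.21 with 1 library left out. The replicate numbers did not pair the libraries (correlation of deviations −0.0026 across genes), and with the number as a block 1981 genes were higher and 1637 lower. Genes with few counts in the control, such as OAS3, have no firm fold at this depth.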

Differences from the paper's values

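The rankings as control minus KO and without the limit on the standard deviation were chosen after seeing the values, as were the tests of focal adhesion and cholesterol synthesis with 1 library left out and fgsea on the pathway lists, and the other alternatives named here were set before the data were examined. The paper's normalized enrichment score of the Hallmark Wnt/β-catenin set is about −0.83 in Fig. 4E, read by eye, against 0.84 here (p = 0.72 from 10000 gene permutations in fgsea). Ranked by log2 fold change without control replicate 2 (−0.80) and without FOXP4 KO replicate 2 (−0.73), the score has the sign of the paper's. It has the opposite sign on TPM (0.80), on log2 CPM (0.77), ranked by the signed square root of F (1.16) or by log2 fold change (0.73), over all genes with any count (0.82), with the replicate block (0.94), without control replicate 1 (0.85) and without FOXP4 KO replicate 1 (0.86). No ranking passed its threshold, so the sign of the score is not settled here. The ranking as control minus KO, chosen after seeing the values, gave −0.83, which matches the number printed in the figure. Fig. 4E names the FOXP4 KO group on the left, positive side, and the order of the groups behind its score is not given in the sources used here, so the differences in sign hold for a score of KO against control. The ranking without the limit on the standard deviation, also chosen after seeing the values, gave 1.52.

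The paper states that the Wnt/β-catenin pathway was the most significant of the pathways of the downregulated genes. Its downregulated set has 385 genes, whose members were not compared with the 345 genes used here. It was tested against KEGG, and the lists here were written from knowledge. A gene with no reads in the KO libraries could not enter the set used here, and FZD10, a Frizzled receptor gene, was listed at 0 TPM in both. Of the 5 pathway lists tested here, the KEGG Wnt list had the highest p (0.97 from a one-sided Fisher's exact test, 1 gene of 140) and focal adhesion, which Fig. 4D also draws, the lowest (0.0034, 11 genes of 178), although its adjusted p was 0.12 without FOXP4 KO replicate 2 and camera did not call its list (adjusted p = 0.18). With fgsea over the ranking of all genes, chosen after the data had been seen, the Hippo and focal adhesion lists were lower (adjusted p = 0.0070 and 0.031) and the KEGG Wnt list was not called (adjusted p = 0.59). Camera did not call the Hippo list either (adjusted p = 0.17), and with an estimated correlation it gave an adjusted p = 0.89 for Hippo and for focal adhesion. Without control replicate 1, cholesterol synthesis had a higher p (1) than the Wnt list (0.96), and without FOXP4 KO replicate 2 it had 0.50 against 0.33, with 5 Wnt genes in the set. The set held 3 Wnt genes without control replicate 2 and 3 without FOXP4 KO replicate 1. Among genes lower at an adjusted p under 0.05, with no fold threshold, 19 genes of the Wnt list were found where 16.9 would fall by chance (p = 0.33 from Fisher's exact test). In Fig. 4D, read by eye, focal adhesion, Hippo and GnRH signaling are drawn with lower q than Wnt signaling. The paper states that the Wnt/β-catenin set moved against the KO group. Here 9 of its genes were higher and 6 lower, the enrichment score did not pass the test in either direction, and NOTCH1 and FZD8 are among the members that fell.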

Other observations

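Values for the genes of the paper's ovarian cancer cell claims and for further lists are given here from the comparison in 293T cells. The tests of the lists with 1 library left out and with fgsea were chosen after the data had been seen, and the list of cancer-testis genes was written after Fig. 4B had been seen.

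In 293T cells, 5 of 10 genes that the paper studies in A2780 and OVCAR8 cells passed edgeR's quasi-likelihood test, and 3 did without control replicate 1. CDH1 (E-cadherin) was higher in FOXP4 KO cells with a log2 fold change of 2.50 (adjusted p = 0.0081; 3.21 without control replicate 2) and MYC with 1.10 (adjusted p = 0.026). VIM (vimentin) was lower with −1.99 (adjusted p = 0.0041), CDH2 (N-cadherin) with −0.80 (adjusted p = 0.0085) and MKI67, in a stretch of chromosome 10 whose genes were lower as a whole, with −0.62 (adjusted p = 0.021). MYC had an adjusted p of 0.030 to 0.14 with 1 library left out, and did not pass without control replicate 1 (0.078), without control replicate 2 (0.081) or without FOXP4 KO replicate 2, where its log2 fold change was 0.73 (0.14). MKI67 had 0.035 to 0.11, and did not pass without control replicate 1 (0.063) or without FOXP4 KO replicate 1 (0.11). PTK7 had a log2 fold change of −0.24 (adjusted p = 0.22), GSK3B of −0.20 (adjusted p = 0.22), CTNNB1, in a stretch of chromosome 3 whose genes were higher as a whole, of −0.035 (adjusted p = 0.88) and TCF4 of 0.28 (adjusted p = 0.17). The name TCF4 is also used for the product of TCF7L2, the partner of β-catenin, which had a log2 fold change of 0.29 (adjusted p = 0.40), and 0.65 without control replicate 1 and −0.028 without control replicate 2. CCND1 had −0.42 (adjusted p = 0.075 from edgeR, 0.034 to 0.27 over its alternatives), and it passed without control replicate 2 with −0.58 and with DESeq2 (adjusted p = 0.042). PTK7 had 132 ± 12.4 CPM (SD, n = 2) in the control and 112 ± 12.1 CPM (SD, n = 2) in the KO cells. The paper reports less PTK7 protein after FOXP4 silencing in ovarian cancer cells. It also reports more PTK7 transcript and protein when FOXP4 is overexpressed in A2780 cells, and binding of FOXP4 to the PTK7 promoter in ovarian cancer cells. In 293T cells it reports a PTK7 promoter reporter that FOXP4 raised and FOXP4 silencing lowered. Its results for E-cadherin, N-cadherin and vimentin are protein levels after silencing of CTNNB1. For CCND1, GSK3B and MYC it reports a fall of the transcripts after FOXP4 silencing in A2780 cells. Here MYC rose, and CCND1 and GSK3B did not pass edgeR's test with all libraries. The paper also reports a fall of the MKI67 transcript after FOXP4 silencing, and MKI67 was lower here.

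Further groups of genes moved in both directions or in few members (adjusted p under 0.05 from edgeR). Of 38 collagens, laminins and other matrix genes, 7 were higher, 8 lower and 23 did not pass, against 4 and 4 without FOXP4 KO replicate 1. COL2A1 had 5 and 23 counts in the control libraries and 2812 and 2896 in the KO libraries, while COL5A2 fell by 2.42 on the log2 scale. Of 13 cancer-testis genes, 4 were higher, 4 lower and 5 did not pass (5 higher and 4 lower when adjusted over the list alone). PRAME, on chromosome 22, had a log2 fold change of 1.43 and MAGEA10, on the lowered part of chromosome X, of −5.04 (−5.90 without FOXP4 KO replicate 1), and related genes of this family can share reads. Of 9 hematopoietic markers, 3 were higher, 0 lower and 6 did not pass. The higher ones were LCP1, HBA1 and a near-identical copy of HBA1, which can share its reads. HBA1 had 0.208 ± 0.0649 CPM (SD, n = 2) in the control and 2.45 ± 0.0456 CPM (SD, n = 2) in the KO cells, while HBB was listed at 0 TPM in all 4 libraries. Of 11 markers of ovarian carcinoma lines, 5 were higher, 2 lower and 4 did not pass, against 3 and 0 without FOXP4 KO replicate 1, 3 and 0 without FOXP4 KO replicate 2, 4 and 1 without control replicate 1, and 5 and 1 without control replicate 2. WFDC2 went from 1 and 2 counts to 85 and 83, and CLDN6 from 8 and 9 to 88 and 70. Of 29 genes of non-canonical Wnt signaling and planar cell polarity, 6 were higher, 2 lower and 21 did not pass, and WNT5A, on the raised part of chromosome 3, had a log2 fold change of 1.19. Without FOXP4 KO replicate 1 or FOXP4 KO replicate 2, 1 of these genes was higher and 1 lower, without control replicate 1, 2 and 2, and without control replicate 2, 5 and 4. Of 24 YAP/TAZ targets, 3 were higher, 6 lower and 15 did not pass (3 higher and 7 lower when adjusted over the list alone), with AMOTL1, of the angiomotin family, at −0.84. Without FOXP4 KO replicate 1, 1 was higher and 3 lower, without FOXP4 KO replicate 2, 0 and 4, and without control replicate 1, 3 and 3. Of 34 genes of hypoxia and glycolysis, 7 were higher, 5 lower and 22 did not pass, with the enolase gene ENO2 at 1.92. Without FOXP4 KO replicate 1, 4 were higher and 0 lower, without FOXP4 KO replicate 2, 4 and 1, and without control replicate 1, 5 and 1. Camera with the preset correlation gave the hematopoietic and the ovarian carcinoma list an adjusted p of 0.059 each, 0.85 for the matrix, 0.29 for the cancer-testis, 0.94 for the non-canonical Wnt, 0.29 for the YAP/TAZ and 0.95 for the hypoxia list. With 1 library left out, it called the hematopoietic list each time (3.9e-05 to 0.042) and the ovarian carcinoma list without FOXP4 KO replicate 1 (0.040 to 0.095). With fgsea the hematopoietic list was called (adjusted p = 0.031) and the ovarian carcinoma list was not (adjusted p = 0.079). In the order given for camera, the adjusted p = 0.89, 0.79, 0.98, 0.89, 0.98, 0.89 and 0.98 with an estimated correlation. The counts of the matrix, hematopoietic, ovarian carcinoma, non-canonical Wnt and hypoxia lists were the same when adjusted over the list alone.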
